# Transcriptomic and genomic structural variation analyses on grape cultivars reveal new insights into the genotype-dependent responses to water stress

**DOI:** 10.1038/s41598-019-39010-x

**Published:** 2019-02-26

**Authors:** C. R. Catacchio, F. Alagna, R. Perniola, C. Bergamini, S. Rotunno, F. M. Calabrese, P. Crupi, D. Antonacci, M. Ventura, M. F. Cardone

## Abstract

Grapevine (*Vitis vinifera* L.) is importantly cultivated worldwide for table grape and wine production. Its cultivation requires irrigation supply, especially in arid and semiarid areas. Water deficiency can affect berry and wine quality mostly depending on the extent of plant perceived stress, which is a cultivar-specific trait. We tested the physiological and molecular responses to water deficiency of two table grape cultivars, Italia and Autumn royal, and we highlighted their different adaptation. Microarray analyses revealed that Autumn royal reacts involving only 29 genes, related to plant stress response and ABA/hormone signal transduction, to modulate the response to water deficit. Instead, cultivar Italia orchestrates a very broad response (we found 1037 differentially expressed genes) that modifies the cell wall organization, carbohydrate metabolism, response to reactive oxygen species, hormones and osmotic stress. For the first time, we integrated transcriptomic data with cultivar-specific genomics and found that ABA-perception and –signalling are key factors mediating the varietal-specific behaviour of the early response to drought. We were thus able to isolate candidate genes for the genotype-dependent response to drought. These insights will allow the identification of reliable plant stress indicators and the definition of sustainable cultivar-specific protocols for water management.

## Introduction

Grapevine (*Vitis vinifera* L.) is one of the most important horticultural crops with a worldwide distribution. Vine development and grape ripening are sensitive to environmental factors, and climate change can affect production yield, grape composition, phenology and consequently the suitability for cultivation in whole territories. Among the parameters linked to climate change, there is the availability of water, which becomes increasingly limited and affects the quantity and quality of the production all over the world. Many vineyards, especially those devoted to table grape production, are located in areas, such as Mediterranean regions, California, Chile, and many others, often affected by severe water deficit. The cycle for table grape production involves the spring, summer and autumn, and is characterized by a high demand for water. This leads to an enormous consumption of freshwater resources. Thus, in order to promote a more sustainable viticulture, a reduction of water use has become essential. This is the challenge driving the recent researches to identify tolerant varieties with a better adaptation to water deficit.

*Vitis vinifera* L. has been described as relatively tolerant to water deficit, and regulated deficit irrigation has been advantageously used in wine-production as it induces an increase in total phenolic and anthocyanin content in fruits, which indeed influences the “sensory” characteristics and quality of wines^1–3^. However, water deficit (WD) negatively affects important aspects of table grape production, such as yield, berry size, firmness. Thus, irrigation remains fundamental to overcome water limitations.

At the physiological level, stomata closure, in response to water status declines, is one of the first responses to water deficit, in order to prevent the hydraulic failure^4^. Many scientists described variation in stomata control and proposed a physiological classification of plants as isohydric or anisohydric. Isohydric species can maintain a constant midday leaf water potential (Ψ_leaf_), by closing their stomata, regardless of soil water availability; whereas anisohydric species maintain higher stomatal aperture to optimize photosynthetic activity, but their Ψ_leaf_ significantly declines as soil water deficit increases. Ψ_leaf_ is typically lower in water stressed compared to well-watered plants, however, a clear variation from iso- to anysohydric behaviours has been observed between different varieties^5^. This behaviour is genetically controlled and quantitative trait loci (QTLs) controlling the maintenance of Ψ_leaf_ under moderate water deficit have been identified^6^. However, this framework is still debated^4^ considering that grapevine cultivars can exhibit, for instance, both near iso- or anisohydric behaviours depending on the environmental conditions^7,8^. In particular, a key role in the determination of the degree of iso/anysohydricity is played by the hydraulic properties of the soil^9,10^ and by the rootstock^11^. All these findings suggest that a strict division of grapevine varieties into isohydric and anisohydric categories is not possible.

At the molecular level, the phytohormone abscisic acid (ABA) plays a key role in mediating the stomatal responsiveness to WD. Indeed, the signal transduction cascade triggered by ABA, and involving ABA-induced gene expression, eventually leads to stomatal closure and water retention^12,13^.

Genome wide, large-scale expression analyses, and metabolomic studies have recently revealed new clues about the molecular basis of water stress responses in grapevine^8,14–20^. Mostly, these studies investigated the effect of water stress on quality traits important for the production of high-quality wines. Indeed, many scientists highlighted that WD induces many changes in secondary metabolism and revealed the importance of genes controlling stress-related signals cascades, such as those involved in membrane integrity, in water and ion uptakes, or related to reactive oxygen species (ROS) responses and osmotic protection. Notably, recent researches established the genotypic-specific response of grapevine to drought^8^. Inter-varietal differences and a dynamic physiological response to water availability have been described, thus revealing a different adaptation of grapevine varieties to the environmental conditions and a different ability to respond to water stress^4^. Comparative studies have investigated the relationship of transcriptomics, metabolomics and physiology in response to water stress^8,18^. However, studies integrating high throughput genomic data for the identification of the genetic traits responsible for the genotypic-specific response of grapevine to water deficit stress are still not available. These studies could help in the identification of traits conferring drought tolerance and the selection of varieties adapted to limited water availability.

The recent availability of plant genomic data and modern high throughput sequencing technologies have demonstrated that phenotypic variation in plant populations reflects the genetic diversity existing both at interspecific and intraspecific levels. High levels of structural variants have been found distributed throughout many plant genomes contributing to the phenotypic diversity^21–27^. Discovery and characterization of all forms of these genetic variations are crucial to reach a comprehensive understanding of the genetic basis of phenotypic differences. Recently, we created the first comprehensive map of genomic variations in grape genome and we demonstrated that grape genome is highly dynamic and subjected to structural alterations. This reveals the importance of structural variations in shaping the grapevine genomes^19,28^. Moreover, we highlighted that many gene families involved in stress response are affected by structural variations^19^.

In the present paper, we combined physiological, transcriptomic and, for the first time, also genomic data to study the grapevine response to water deficit in two table grape varieties, Italia (*It*) and Autumn royal (*AR*), cultivated in the South of Italy, which is one of the major production areas for table grape, in the Mediterranean basin, often affected by drought. The chosen cultivars showed, in preliminary assays, different tolerance to water deficit. They were tested directly on the field in order to evaluate their adaptation to growing conditions with reduced irrigation. Transcriptomic assays on apexes under WD and at full irrigation (FI) conditions revealed a great divergence in the response of these two cultivars, thus highlighting genotype-specific responses. More, by investigating NGS data, we were able to identify genomic variants putatively associated with the different ability to respond to water deficit.

## Results

### Irrigation treatments and plant physiological parameters

Plants of *AR* and *It* were subjected to two different irrigation treatments from fruit set until the harvest: control FI and WD corresponding to 100% and 60% of the net irrigation requirements, respectively. For the *It* cultivar, an additional point of over-irrigation (OI) was tested, corresponding to an increment of 50% of water supply with respect to FI.

The starting ψ_leaf_ value (around −1,0 MPa) corresponded to that found in grapevines from a region characterized by Mediterranean climate^29^. Irrigation treatment clearly affected vine water status as shown by the seasonal evolution of ψ_leaf_ in the two cultivars (Fig. 1a). During the first irrigation cycle, similar ψ_leaf_ values, ranging from approximately −0.8 to −1.0 MPa, were recorded for the vines treated with a deficit of irrigation. During the successive irrigation cycles, water supplies was reduced and a decrease of the ψ_leaf_ of vines under reduced irrigation was detected, reaching minimum values of approximately −1.6 and −1.5 MPa for *AR* and *It*, respectively. Noteworthy, ψ_leaf_ decreased more rapidly in *AR* than in *It* and at the end of the treatment differences in ψ_leaf_ were higher in *AR*.

**Figure 1:**
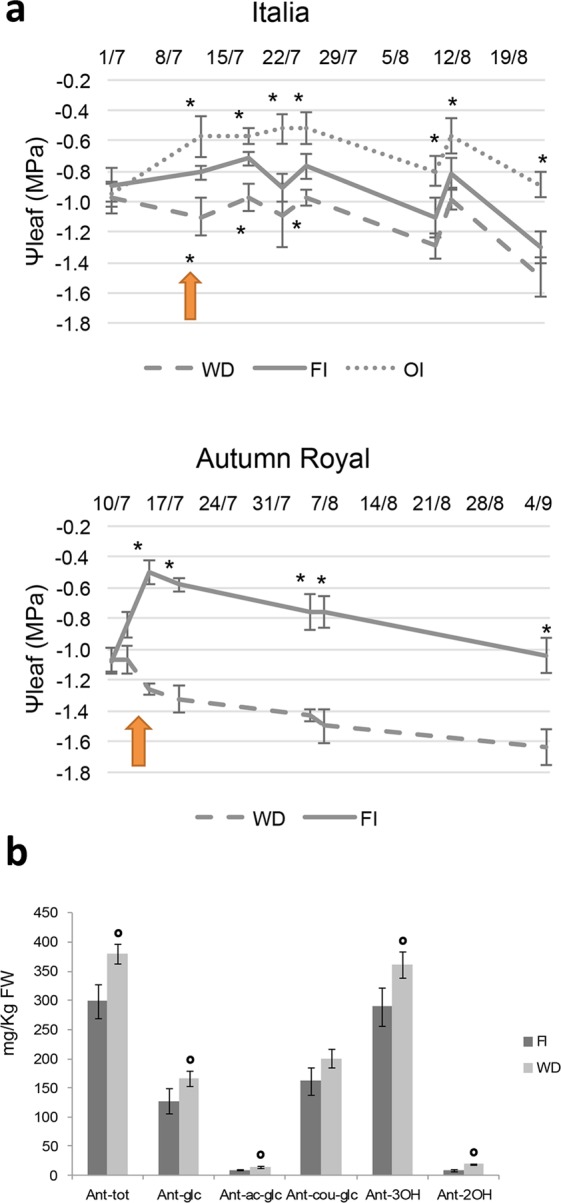
Effect of water deficit on physiological and qualitative parameters. (**a,b**) Evolution of leaf water potential (Yleaf) in Italia and Autumn royal during the entire seasonal irrigation. Arrows indicate sampling date for gene expression assays. Sampling was performed when Yleaf revealed water deficit stress. WD: water deficit; FI: full irrigation; OI: over-irrigation. Data are means ± S.D. *denotes significant (*p* < 0.01) difference from FI condition, as assessed by t test. (**c,d**) Anthocyanins content of Autumn royal table grapes experimenting two different irrigation treatments (FI vs WD). Values are expressed as mg/Kg of fresh weight (FW). FI: full irrigation; WD: water deficit. Data are means ± S.E. n = 3. °denotes significant (*p* < 0.05) difference.

Excess of irrigation is often practised for table grape production; therefore, a condition of OI was also tested for cultivar *It*. As expected, the ψ_leaf_ showed higher levels than in the FI (Fig. 1a). For leaf gas exchange, all parameters showed a decline in the thesis with reduced water intake and an increase of the intrinsic water use efficiency (Supplementary Note §1.1), thus confirming the stress status in both cultivars. The comparison of the physiological overall data (Supplementary Note §1.1) suggested that WD treatment resulted in better intrinsic water use efficiency in *AR* with respect to *It*.

### Effect of different irrigation treatments on berry quality and production

We investigated the influence of the applied water stress on the productivity of the two cultivars and fruit quality at harvest time (Supplementary Note §1.2). In agreement with previously reported data^30^, we observed a negative influence of WD on cluster numbers and bunch weight, which resulted in a lower production per vine in both cultivars. Moreover, we also measured a reduction of berry size. Quality parameters such as sugar content, Ph and total acidity did not show significant variations, despite a global reduction of the sugar production per vine.

As previously reported^31^, *AR* is a black table grape variety mainly characterized by high content of tri-hydroxylated anthocyanins (Ant-3OH), even though consistent levels of di-hydroxylated anthocyanins (Ant-2OH) are also present. We found a significant increment of total anthocyanins content upon the WD application compared to FI (Fig. 1b). This trend was particularly evident either for Ant-3OH and for Ant-2OH anthocyanins (with an increment of 1.4 and 2.5 folds, respectively) in both glucosyl and acetyl-glucosyl forms. Conversely, we did not register any difference in the case of anthocyanidins-3O-coumaryl-glucosides.

### Effect of water deficit on grapevine gene expression

In order to study the effect on grapevine gene expression of a reduction of irrigation supply in field condition, leaf apexes of plants of *AR* and *It* subjected to FI and WD conditions were collected when WD plants showed water deficit stress, two days after the first cycle of the differentiated irrigation treatment. We used these samples for microarray analyses.

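The deposited values describe 16 shoot apex arrays: 3 each for Italia under FI, WD and OI, 3 for Autumn royal under FI and 4 for Autumn royal under WD. The paper describes the replicates of a group as separate vines. Italia under OI gave the most even group, with 84.1% to 85.9% of probes well above background on each array. Autumn royal under WD was the least even, with 73.5% to 84.5%, and its arrays correlated with one another at 0.819 to 0.95.

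Each array reads 26688 probes, and 3360 of them carry a grapevine V1 gene identifier or a description in the tables published with the paper. A probe is called here when limma gives an adjusted p under 0.05 over all probes and the groups differ at least 2-fold. Each array was scaled to its 75th percentile. After that scaling the median probe still lay 0.20 log2 higher under WD in Autumn royal and 0.27 log2 higher in Autumn royal than in Italia under WD. For the difference in WD response it is -0.18 log2, and elsewhere it reached at most 0.11 log2. The change of a gene relative to all probes is its printed value less that shift.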

Transcripts showing a fold change ≥2 with *p* < 0.05 were considered as differentially expressed genes (DEGs): (a) in each cultivar under water deficit (Supplementary Dataset 1); (b) between the two cultivars at both FI and WD conditions (Supplementary Dataset 2); (c) between OI and WD in *It* (Supplementary Dataset 3). Hierarchical clustering and Principal Component Analysis (Fig. 2) of gene expression data showed a wide variation of gene expression between both water conditions and cultivars, evidencing that the variation between genotypes was higher than between conditions. 

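The Autumn royal arrays and the Italia arrays separate first when the 5 group means are clustered, and Italia under WD then splits from Italia under FI and OI. Among single arrays the picture is less tidy: Autumn royal WD 3 stands alone before the cultivars part, and Italia FI 3 groups with the OI arrays. With 5 branches, Italia FI 1 and FI 2 share a branch with all Italia WD arrays, so single arrays do not part FI from WD in Italia. The first 3 components of the arrays hold 40.6%, 20.3% and 14.8% of the variance.

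Across the 13 arrays under FI and WD, cultivar accounts for 28% of the variance of all probes, irrigation for 11.4% and their interaction for 5.16%. The remaining 55.2% lies between arrays of the same group, where vine, slide and array quality are not separated. Exchanging the labels in 700 ways gave a median share of 7.15% for cultivar (permutation p = 0.0014) and of 5.84% for irrigation (permutation p = 0.073). The order turns over when the mean of each slide is first taken out: cultivar then holds 11.9% (permutation p = 0.15) and irrigation 16.1%. Slide and cultivar overlap in this design, so the larger share of cultivar is not separable from slide here.

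**Figure D1:**
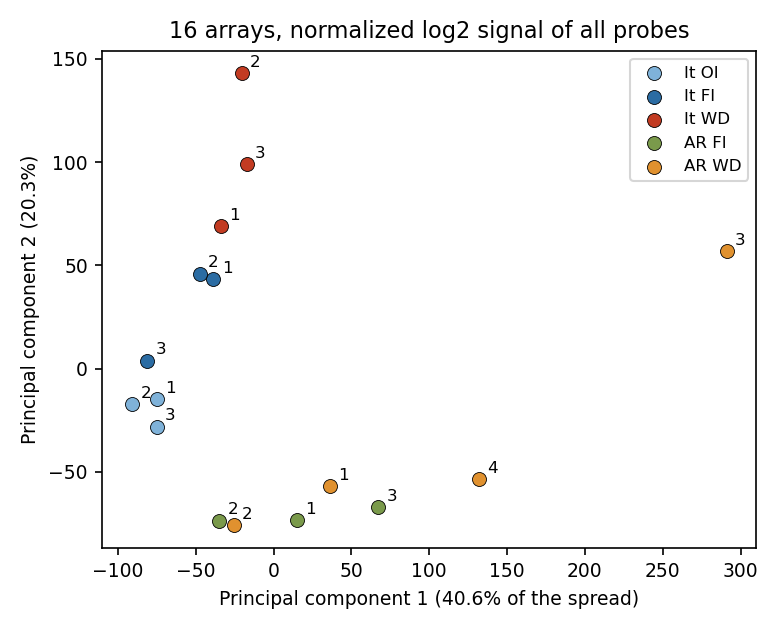
The first components of the 16 shoot apex arrays, by cultivar and irrigation.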

The comparisons between FI and WD conditions indicated a cultivar-specific response to water deficit (Fig. 2).

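HSP70T-2 (VIT_05s0020g03330, a chaperone of the 70 kDa family) and XTH5 (VIT_01s0150g00460, a wall-loosening xyloglucan endotransglucosylase) are among the 425 probes called in Italia. The median change of these 425 probes, taken in the direction seen in Italia, was 1.86 log2 in Italia and 0.32 log2 in Autumn royal. In Autumn royal 337 of them (79.3%, 95% interval 75.1% to 83%) lay on the same side as in Italia. The changes in the cultivars correlated at 0.64 over these probes and at 0.41 over all probes. The single Autumn royal WD arrays gave 0.26, 0.31, 0.52 and 0.24 log2.

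The paper concludes from the FI to WD comparisons that the response is specific to the cultivar. A direct test of a different response, the interaction of cultivar and irrigation in limma, called 0 probes (1440 with unadjusted p, smallest adjusted p = 0.17). Leaving out Italia FI 3 raised that count to 155, leaving out Italia WD 1 to 23, and leaving out Autumn royal WD 1 to 18. Taken as a set, the 425 probes did not pass the rotation test fry of limma in Autumn royal. The probes were chosen in Italia on these same arrays, so a smaller value elsewhere is partly built in. Over probes chosen on Italia replicates 1 and 2 alone, replicate 3 of Italia moved by 0.50 log2 and Autumn royal by 0.20 log2. The value depends on the arrays held out: over 9 such choices Italia moved by 0.52 to 1.70 log2 (median 1.01) and Autumn royal by 0.13 to 0.54 (median 0.23). How large the response of Autumn royal is beside that of Italia is left open.

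**Figure D2:**
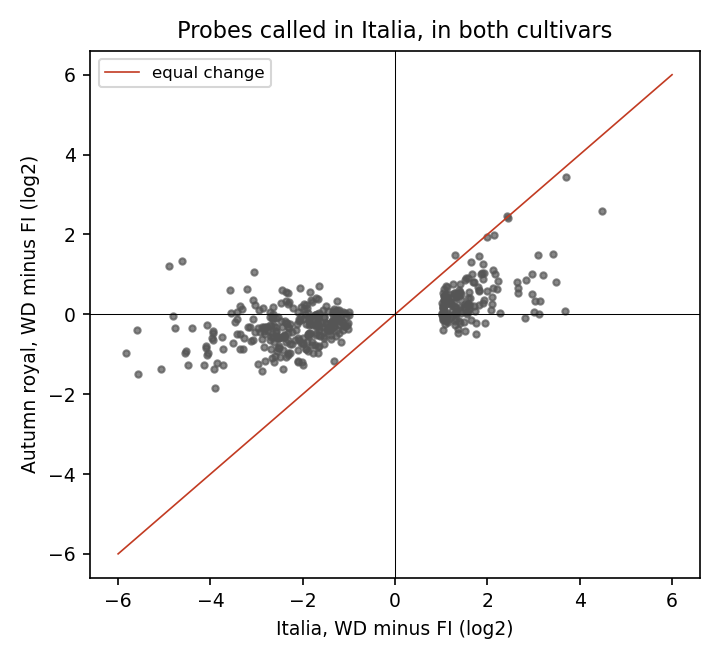
Log2 change from FI to WD in Italia (across) and Autumn royal (up) for the probes called in Italia; the line marks equal change.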

**Figure 2:**
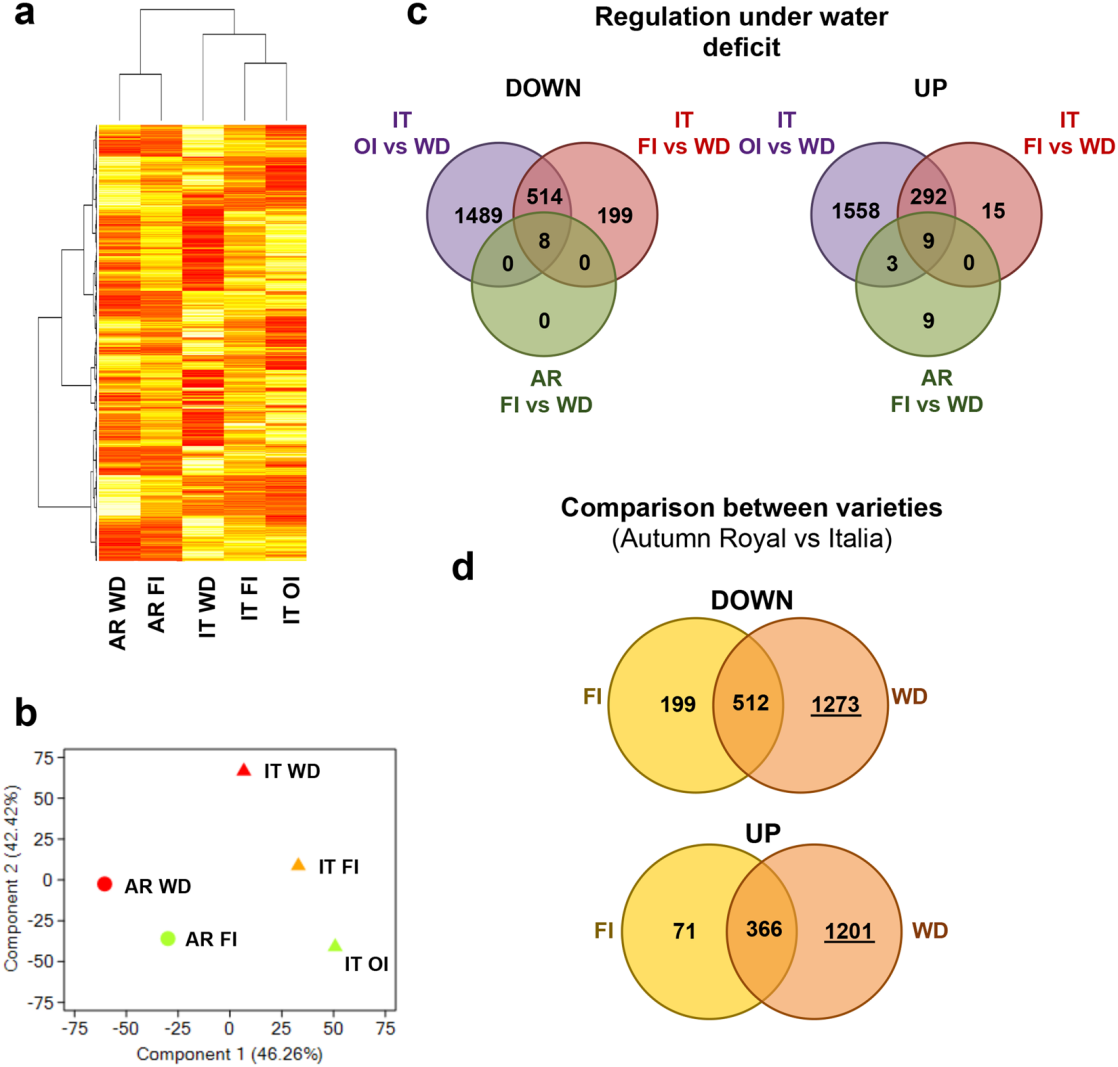
Identification of genes differentially expressed under water deficit in table grape varieties Italia and Autumn royal. (**a**) Hierarchical Clustering Analysis (HCA) of DEGs. Colors indicate transcriptional activation (red) or repression (yellow). The columns and rows represent samples and genes, respectively, that were grouped based on their expression profile. (**b**) Principal Component Analysis (PCA) depicting global gene expression profile of *AR* and *It* at different water conditions. The analysis highlights that variation between cultivars is higher than between conditions. (**c**) Venn diagrams show down- and up-regulated genes between different water conditions. The comparison between OI and FI in *It* does not reveal any significant DEGs. Italia significantly modulated a total of 1037 genes (316 up- and 721 down-regulated), whereas *AR*, despite an overall variation of expression profile, showed only 29 DEGs between FI and WD (21 up- and 8 down-regulated). Noteworthy, 20 of these genes were common to *It* responses, whereas, nine genes were modulated exclusively in this cultivar. (**d**) Venn diagrams show down- and up-regulated genes in *AR* compared to *It*. The higher variation of gene expression between cultivars is depicted at WD (the number of DEG is underlined). AR: Autumn royal; IT: Italia; WD: water deficit; FI: full irrigation; OI: over-irrigation.

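Several stress genes of Italia had lower values under OI than under FI, and none of them passed the test. The dehydrin DHN (VIT_04s0023g02480, a desiccation protectant) differed by -5.46 log2 between OI and FI (standard error 1.31, adjusted p = 0.56, n = 3 and 3). Its FI values were 4.54, 4.67 and -0.13 log2, the last on FI 3, which groups with the OI arrays. RD26 (VIT_19s0014g03290, a NAC factor of dehydration) differed by -3.71 log2 (standard error 0.85, adjusted p = 0.56). The jasmonate repressors JAZ8 lay at -3.78 to -3.48 log2 and the 8 ERF5 genes at -2.41 to -1.95 log2.

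limma called 0 probes between OI and FI, with 528 higher and 687 lower at unadjusted p and a smallest adjusted p of 0.27. Of the 97 genes named in the paper that have a probe, 1 was higher and 32 were lower at unadjusted p. Leaving out Italia FI 3 raised the count to 352, and fitting these groups alone gave 50. Nothing here shows OI and FI to be equal.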

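Several heat-shock and chaperone genes are among the largest rises called in Italia under WD. HSP18 (VIT_13s0019g03000, a small heat-shock protein) rose by 4.49 log2 (standard error 0.84, adjusted p = 0.027, n = 3 and 3 throughout), HSP20 (VIT_09s0002g06790, a related protein) by 3.49 (0.64, 0.025) and HSP70T-2 (VIT_05s0020g03330) by 3.11 (0.32, 0.0057). BAG6 (VIT_15s0046g01560, a chaperone regulator) rose by 3.21 (0.46, 0.013), Hsp70b (VIT_11s0037g00510) by 2.97 (0.40, 0.013) and a second HSP18 gene (VIT_13s0019g03090) by 2.81 (0.37, 0.013). HK3 (VIT_17s0000g04920, a histidine kinase that senses cytokinin) rose by 3.42 (0.61, 0.024), and a methyltransferase (VIT_01s0011g05930) by 3.09 (0.66, 0.037).

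The largest falls took in a lipid-transfer protein of the cuticle (VIT_13s0019g02690, -5.59 log2, standard error 1.16, adjusted p = 0.034) and FRD3 (VIT_13s0064g00930, a citrate transporter for iron, -5.56, 1.10, 0.029), each well above background on 1 of 3 WD arrays. A glucan endo-beta-glucosidase (VIT_18s0122g00980, -5.07, 0.94, 0.027), ASML2 (VIT_19s0027g01130, a CCT-domain regulator of sugar-responsive genes, -4.56, 0.66, 0.013), NAS3 (VIT_14s0060g01190, nicotianamine synthase, -4.49, 0.99, 0.040) and ACA4 (VIT_00s0252g00110, a carbonic anhydrase of the nectarin type, -4.41, 0.86, 0.029) were well above background on 2 of 3 WD arrays. A cytochrome P450 (VIT_16s0039g00290) fell by 4.15 log2 (0.60, 0.013) and was well above background on 1 of 3. SBTI1 (VIT_15s0048g01170, a subtilase) was well above background on no WD array and lay at least 24.5-fold lower (0.025).

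limma called 425 probes in Italia, 150 higher and 275 lower. At unadjusted p the count is 2655. The count is unstable. It is 0 without Italia FI 1, 0 without FI 2, 556 without FI 3, 970 without WD 1, 43 without WD 2 and 1 without WD 3. With slide as a fixed block it is 0, while the 425 probes keep a median change of 1.83 log2 and their sign, with a standard error of 0.55 in place of 0.37. With slide as a random effect it is 861, with the fit restricted to these groups 1, and with probes well above background alone 735.

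In Autumn royal limma called 7 probes, all higher (adjusted p = 0.042 at the smallest), and 1238 at unadjusted p. None has a gene symbol, and VIT_16s0039g02840 and VIT_16s0039g02930 are the V1 identifiers among them. Their log2 changes ran from 1.24 to 3.07. With replicate numbers as a block the count is 0. Without Autumn royal WD 1 it is 178. It is 0 without any one of FI 1, FI 2, FI 3, WD 2 or WD 4, and quantile scaling gives 0.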

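None of the 7 probes called in Autumn royal was called in Italia, where their values lay between -0.73 and 1.35 log2. limma called 0 probes in both cultivars, against 304 at unadjusted p. The count is 12 without Autumn royal WD 1 and 1 without WD 3. Among genes with a name, the nearest to a call in Autumn royal were the carbonic anhydrases CA2 (VIT_17s0000g08450, 3.35 log2, standard error 0.54, adjusted p = 0.053, n = 4 and 3) and CA1 (VIT_17s0000g08460, 3.01 log2, adjusted p = 0.061), which supply carbon dioxide and bicarbonate. In Italia CA2 stood at 0.44 log2 (adjusted p = 0.79). DMR6 (VIT_16s0098g00860, an oxygenase that lowers salicylic acid) stood at 4.00 log2 in Autumn royal (standard error 1.22, adjusted p = 0.38).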

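Several terpene synthases are among the largest differences between Autumn royal and Italia under FI. The germacrene D synthases VIT_19s0014g04850 (6.13 log2, standard error 1.34, adjusted p = 0.026, n = 3 and 3) and VIT_19s0015g02080 (5.55, 1.02, 0.011) and the terpene synthase TPS21 (VIT_19s0014g04930, 5.97, 1.45, 0.041) are higher in Autumn royal. So is CES101 (VIT_07s0095g00550, a receptor kinase of the lectin type, 5.22, 0.38, 8.4e-06), while the methyltransferases VIT_12s0028g02930 (5.29, 1.14, 0.024) and VIT_12s0028g02950 (5.15, 1.20, 0.035) are well above background on 1 of 3 Italia arrays. The receptor-like RLP15_RLP9 (VIT_11s0118g00160) is at least 79.5-fold higher in Autumn royal (3.4e-07) and cationic peroxidase 2 (VIT_12s0055g00980) at least 37.4-fold (0.0018). Lower in Autumn royal are a reticuline oxidase-like gene (VIT_10s0003g05570, at least 300-fold, 0.0023), FBW2 (VIT_00s2507g00010, an F-box protein of ABA signalling, at least 124-fold, 8.0e-05) and MYB93 (VIT_16s0039g01920, a regulator of root branching, at least 114-fold, 1.8e-05). MES1 (VIT_00s0253g00150, at least 61.8-fold, 0.012), an ankyrin-repeat gene (VIT_05s0029g01540, at least 59.2-fold, 0.0014) and the resistance genes VIT_12s0035g01280 (at least 52.3-fold, 0.0021) and CSA1 (VIT_18s0041g02380, at least 44.4-fold, 4.8e-05) are also lower. The probes were designed on a reference genome, and the paper reports sequence and copy number variants between these cultivars. Whether such variants change a probe's signal between cultivars, here or under WD, was not tested.

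With deficit the list of largest differences changes in part. ACO1 (VIT_11s0016g02380, an enzyme of ethylene synthesis) is at least 133-fold higher in Autumn royal (adjusted p = 4.2e-04, n = 4 and 3) and another ACC oxidase (VIT_08s0007g03040) at least 64.2-fold lower (5.3e-04). RLP15_RLP9 (VIT_11s0118g00160) is at least 176-fold higher (1.3e-08), the bacterial-induced peroxidases VIT_12s0055g01020 and VIT_12s0055g01030 at least 44.2-fold (5.1e-04) and 38.5-fold (0.0011), HB1 (VIT_03s0063g01960, a haemoglobin of low oxygen) 5.35 log2 (standard error 0.91, 0.0020) and a hypoxia-responsive gene (VIT_14s0060g02300) 5.17 (0.51, 8.6e-05). HK3 (VIT_17s0000g04920, -6.33, 0.57, 5.4e-05), BAG6 (VIT_15s0046g01560, -5.61, 0.43, 1.8e-05), a GDSL lipase (VIT_13s0106g00350, -5.36, 0.84, 0.0013) and the galactinol synthases GolS1 (VIT_07s0005g01980, -5.17, 1.04, 0.0051; VIT_07s0005g01970, -5.11, 1.19, 0.011) are lower.

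limma called 823 probes under FI (356 higher and 467 lower in Autumn royal; 2674 at unadjusted p) and 3946 under WD (2297 and 1649; 6245 at unadjusted p). Under FI the count runs from 300 without Autumn royal FI 1 to 965 without Italia FI 3, with 316 without Italia FI 1, 317 without Italia FI 2 and 423 without Autumn royal FI 2. It is 331 with slide as a fixed block, and normexp with quantile scaling gives 164 higher and 338 lower. Under WD it runs from 2701 without Autumn royal WD 4 to 6654 without WD 2, and 502 remain with slide as a fixed block and 296 with these groups alone. The direction of the majority turns with scaling: quantile gives 1838 higher and 2487 lower, normexp 634 and 943, and the deposited log2 values 1026 and 1526.

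Of the 3946 WD probes 3304 (83.7%, 95% interval 82.5% to 84.9%) were not called under FI. Of these, 3025 lay on the same side under FI, with a median difference of 0.74 log2 against 1.64 under WD. A difference in the water response itself was called for 0 of them over all probes, for 92 when adjusted over these alone and for 978 at unadjusted p. None of the 642 probes called at both levels changed side. A group of 4 against 3 calls more readily than 3 against 3, so part of the gain under WD comes with the extra array.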

Differences between cultivars strongly increased at WD compared to FI, as most of the DEGs between the two cultivars at WD are specific to this condition (2474 out of 3352) (Fig. 2).

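Under WD against OI in Italia the dehydrin DHN (VIT_04s0023g02480) rose by 9.74 log2 (standard error 1.31, adjusted p = 0.0027, n = 3 and 3), HSP18 (VIT_13s0019g03000) by 6.70 (0.84, 0.0022) and LEA D-29 (VIT_05s0020g00840, a late embryogenesis protein) by 6.07 (0.88, 0.0030). OSM34 (VIT_02s0025g04340, an osmotin) rose by 6.52 (1.30, 0.0072), ASN1 (VIT_06s0004g06830, asparagine synthetase) by 6.47 (1.39, 0.0098), NAP (VIT_01s0026g02710, a NAC factor of senescence) by 6.29 (1.24, 0.0070) and HB40 (VIT_04s0023g01330, a homeobox factor) by 6.22 (1.35, 0.010). MTN3 (VIT_17s0000g00830, a sugar exporter) is at least 114-fold higher (0.019). PCC13-62 (VIT_07s0005g00080, a desiccation-related protein) fell by 7.99 log2 (1.87, 0.014), a nucleotide-sugar transferase (VIT_16s0039g01510, -6.95, 1.26, 0.0056), an ethanol dehydrogenase (VIT_01s0026g01840) by 6.83 (1.19, 0.0049) and MEE32 (VIT_14s0030g00660, of the shikimate pathway) by 6.68 (1.49, 0.011).

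limma called 3485 probes, 1503 higher and 1982 lower (5206 at unadjusted p). The count runs from 1601 without OI 3 to 3816 without WD 1, with 1712 without OI 2, 1637 without WD 2 and 2068 without OI 1. Normexp with quantile scaling gives 2187.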

With regard to the effects of an excess of water on gene expression profile, the comparison between OI and FI in *It* did not reveal any significant DEGs, whereas we identified a total of 3873 DEGs (1862 up- and 2011 down-regulated) between OI and WD (Supplementary Note §1.3).

We further validated the observed trend on apexes of seven DEGs by real time analyses on leaf and tendril of *It* at OI, FI and WD conditions and on leaf of *AR* at FI and WD conditions. The analysis confirmed the expression trend observed by microarray analysis on apexes (Supplementary Note §1.4).

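On the apex arrays the genes chosen for real time tests differ in how far single arrays scatter. DHN (VIT_04s0023g02480) stood 4.28 log2 higher under WD than under FI in Italia (standard error 1.31, adjusted p = 0.10, n = 3 and 3) and 2.81 log2 higher in Autumn royal (1.22, adjusted p = 0.55, n = 4 and 3). The ethylene factor ERFb (VIT_09s0002g09140) stood at 1.58 log2 in Italia (0.70, 0.25) and 2.45 in Autumn royal (0.65, 0.29). BAN (VIT_00s0361g00040, anthocyanidin reductase) lay at -1.90 log2 (0.88, 0.27) and F3H (VIT_04s0023g03370, flavanone hydroxylase) at -1.98 (0.78, 0.19) in Italia. ACD11 (VIT_11s0052g00240, a sphingolipid transfer protein, under another identifier in the paper's note) fell in Italia by 3.58 log2 (0.82, 0.047). The arrays are not a second measurement of the paper's own arrays.

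**Figure D3:**
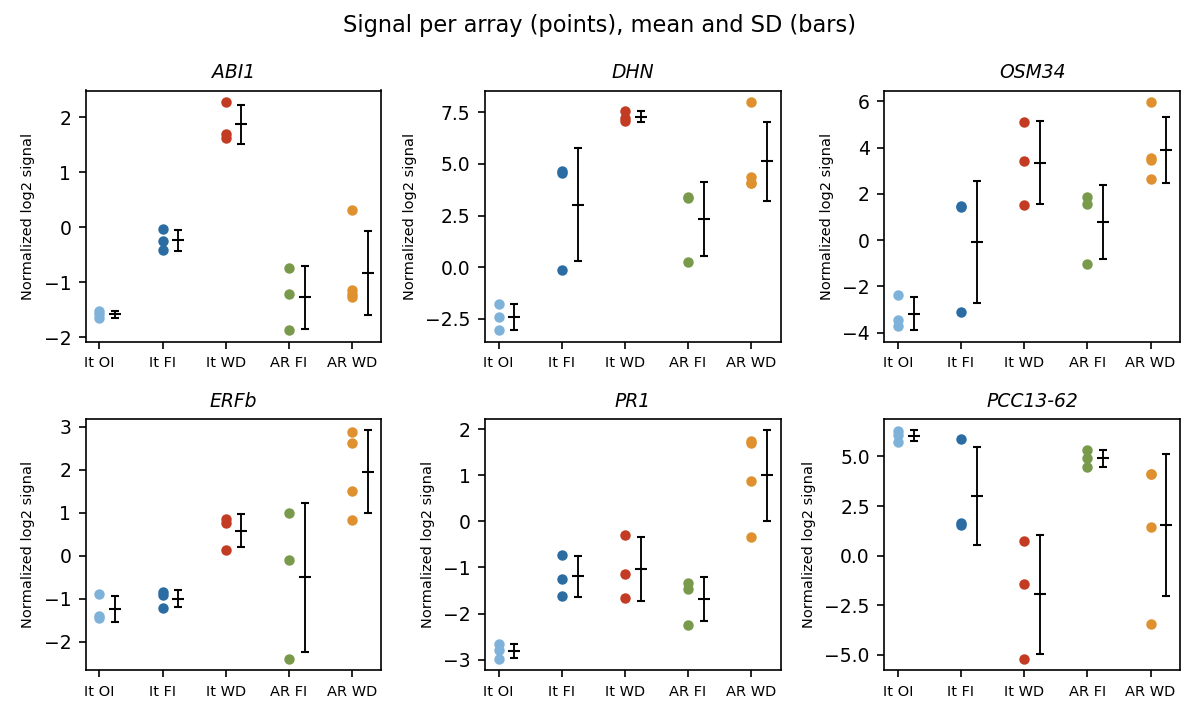
Log2 values of 6 genes on each array, with group mean and standard deviation.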

The MapMan analysis provided an overview of the metabolic pathways and regulatory networks affected by water deficit in the two studied cultivars (Supplementary Note §1.5).

We used the Cytoscape plug-in ClueGo to analyze the DEGs in order to identify functionally grouped annotation networks (Fig. 3). Only significant (*p* < 0.005 or *p* < 0.001) terms belonging to GO biological process and Kegg ontologies were considered for the network analysis in order to select the most significant biological process and pathways affected by water deficit.

**Figure 3:**
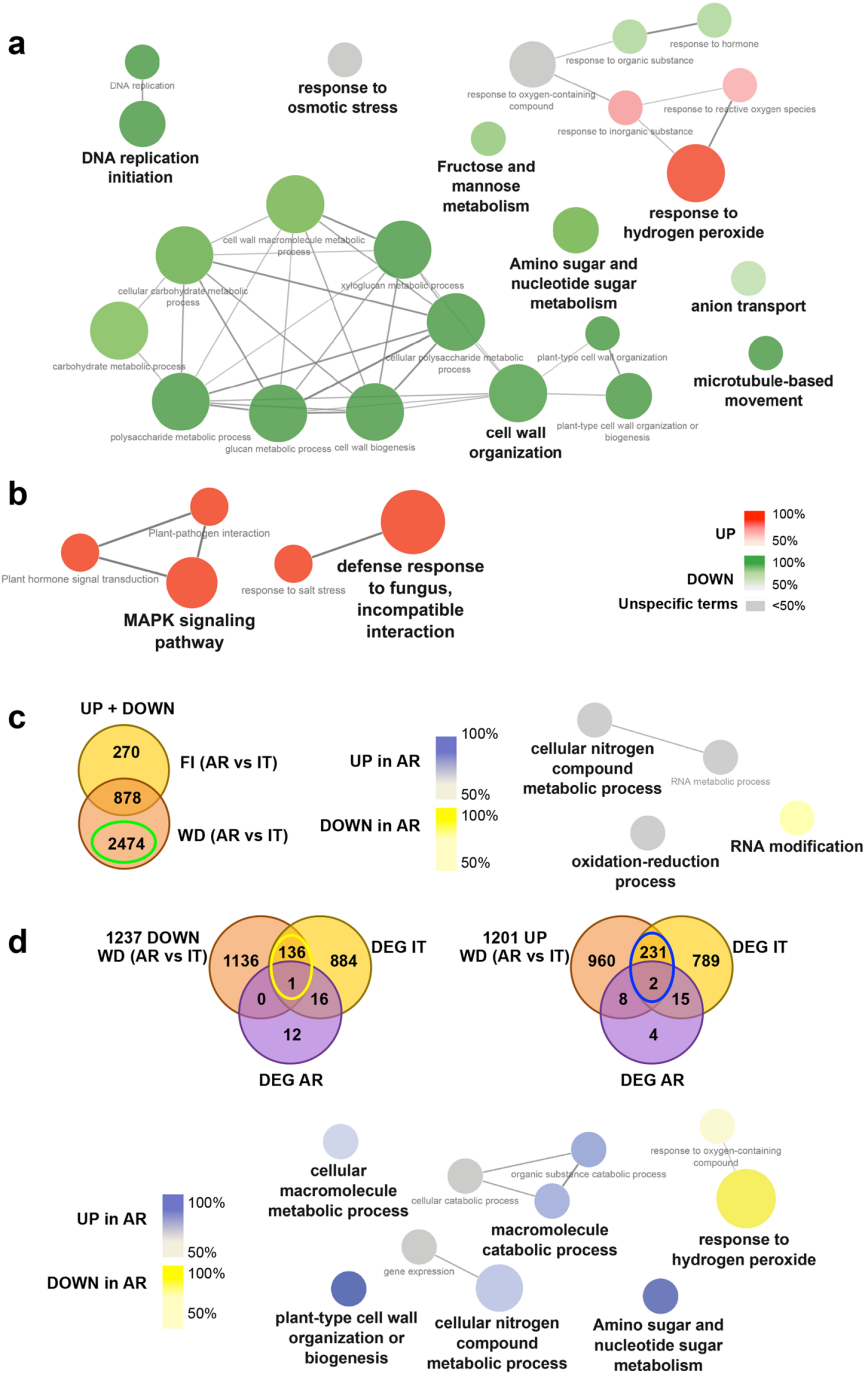
Network analysis of genes differentially expressed under water deficit in table grape cultivars Italia and Autumn royal. (**a,b**) Network of genes differentially expressed under WD in cultivars *It* and *AR*, respectively. For cv. *It* only terms containing at least three genes were shown, this restriction was not applied for cv. *AR*. Nodes with up- or down-regulated genes are shown in red or green, respectively. (**c,d**) Network of genes differentially expressed between cvs. *It* and *AR* at water deficit condition (WD) and regulated under water stress, as indicated by Venn Diagrams. Yellow- and blue-circled numbers represent, respectively, selected down- and up-regulated genes between *AR* vs *It*. Nodes with up- or down-regulated genes (*AR* was used as reference) are shown in blue or yellow, respectively. Data are visualized as clusters distribution network (Cytoscape, ClueGO App). Only significant (*p* < 0,005) terms belonging to GO biological process and Kegg ontologies were shown. The node size is proportional to the term significance. The colour gradient shows the proportion of up- and down-regulated genes associated with the term. Equal proportions of both clusters are represented in gray. AR: Autumn royal; IT: Italia; WD: water deficit; DEG: differentially expressed genes.

#### Cultivar-specific response to water deficiency

Networking analyses of the DEGs between FI and WD conditions revealed a cultivar-specific response to WD. In particular, *It* showed a predominant down-regulation of genes involved in the primary metabolism (DNA replication, carbohydrate metabolism, and cell wall organization), coupled with a modulation (up- or down-regulation) of genes involved in the responses to stress (osmotic stress, response to oxygen containing compounds, inorganic substances, and hormones) (Fig. 3). In contrast, in *AR*, the modulation of gene expression under WD was limited to a very little number of genes but most of them are specifically involved in the plant response to stress conditions (Fig. 3).

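Several heat-shock genes are among the rises called in Italia under WD, and single genes of the cell wall and of the spindle are among the falls. HSP17II (VIT_04s0008g01590) rose by 2.67 log2 (adjusted p = 0.028, n = 3 and 3 here and below), HSP21 (VIT_01s0010g02290, of the plastid) by 1.88 (0.042), cpHsc70-1 (VIT_18s0041g01230, a plastid chaperone) by 1.65 (0.047) and a heat-shock gene (VIT_13s0019g03160) by 1.70 (0.027). Against that direction the small heat-shock genes VIT_06s0009g01090 (-2.75, 0.040), VIT_18s0072g00510 (-2.39, 0.047), VIT_13s0175g00050 (-2.57, 0.034) and VIT_18s0072g00490 (-2.56, 0.033) fell. XTH5 (VIT_01s0150g00460, xyloglucan endotransglucosylase) fell by 3.93 log2 (standard error 0.63, 0.014), XTH8 (VIT_10s0116g00520) by 3.95 (0.029), PMEPCRA (VIT_10s0116g00590, a pectin methylesterase) by 3.72 (0.54, 0.013) and the pectinesterase PPE8B (VIT_11s0016g00300) by 3.03 (0.028). The cellulose synthases IRX1 (VIT_10s0003g01560, -2.08, 0.39, 0.027) and IRX3 (VIT_11s0037g00530, -2.65, 0.55, 0.035) and the adhesion protein FLA1 (VIT_19s0015g00530, -2.56, 0.44, 0.021) fell as well. Kinesin genes of the spindle (VIT_02s0033g00740, -2.03, 0.38, 0.027; VIT_07s0005g00940, -1.94, 0.39, 0.032; VIT_13s0019g00970, -1.91, 0.36, 0.027; VIT_02s0025g03480, -1.39, 0.31, 0.041) fell, while AUR1 (-2.01, 0.069), PCNA2 (VIT_06s0004g05920, -2.15, 0.11) and CDKB2-1 (-2.73, 0.14), which serve the cell cycle, did not pass. CLV1 (VIT_18s0001g14610, a receptor that bounds the meristem) fell by 1.89 (0.34, 0.024).

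The paper states that primary metabolism was mainly lowered and stress responses moved both ways, from networks built on its own lists of genes. Here gene lists could be set only against the other genes of those same lists, which were chosen on these arrays, so their direction is not independent evidence. That background was chosen after seeing the data.

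Heat-shock proteins stood out as higher (camera adjusted p = 8.0e-08, 21 genes, 17 higher and 4 lower, median 1.88 log2; adjusted p = 0.30 with an estimated correlation). Single probes passed for 10 higher and 4 lower, and for 15 and 4 adjusted over the list alone. Cell wall genes (5 higher, 40 lower, median -1.99) and dividing cells (1 higher, 27 lower, median -2.13) gave a camera adjusted p = 0.12 each. With normexp and quantile scaling the medians are 1.46 log2 for heat-shock genes, -1.39 for cell wall genes and -1.26 for dividing cells. Single cell wall probes passed for 8 lower genes, and for 5 higher and 30 lower adjusted over the list alone. Dividing-cell probes passed for 3 lower genes, and for 20 adjusted over the list alone. The cell wall list also holds MPK4, described as polygalacturonase-like and as a kinase. The one higher member among dividing cells is HIS1-3 (VIT_04s0023g03130, a drought-inducible linker histone, 1.56 log2).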

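In Autumn royal no member of these gene groups passed. HSP18 (VIT_13s0019g03000) stood 2.58 log2 higher under WD (standard error 0.78, adjusted p = 0.38, n = 4 and 3) and the stress factor WRKY75 (VIT_17s0000g01280) 2.40 log2 higher (0.98, 0.53). The stem-specific gene VIT_19s0014g03130 stood 3.80 log2 higher (1.38, 0.49). Dividing-cell genes lay lower in 26 of 28 cases (median -1.02 log2) and heat-shock genes higher in 14 of 21 (median 0.56 log2). Under the other scalings these are 15 of 21, with medians of 0.29 to 0.40 log2.

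camera gave an adjusted p = 0.0021 for dividing cells as lower (adjusted p = 0.74 with an estimated correlation) and an adjusted p = 0.0021 for heat-shock proteins as higher (adjusted p = 0.63 with an estimated correlation). No single gene of any list passed in limma, over all probes, and fry gave no list an adjusted p below 0.36. These genes were chosen by the study in Italia on other arrays of the same experiment. Leaving out 1 array moved the number of lists found between 0 and 3.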

In order to increase the comprehension of the main functional networks affecting the different response to water deficit of *It* compared to *AR*, the total number of DEGs between *AR* and *It* at WD condition have been analysed. Despite the large number of genes studied (a total of 2474 genes: 1201 up- and 1273 down-regulated in *AR* compared to *It*), the analysis showed that most of them do not group in any significant network. 

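Under WD the cinnamoyl reductases VIT_18s0122g00640 (3.94 log2, standard error 0.47, adjusted p = 3.1e-04, n = 4 and 3) and VIT_18s0122g00620 (3.88, 0.57, 8.6e-04), which act in lignin synthesis, are higher in Autumn royal. The tonoplast aquaporins TIP1-3 (VIT_13s0019g00330, 3.48, 0.45, 4.7e-04; VIT_06s0004g04120, 2.70, 0.47, 0.0021) and the invertase ATBFRUCT1 (VIT_09s0002g02320, 3.42, 0.47, 6.1e-04) are higher too. The AP2 factor ABR1 (VIT_07s0031g01980, 3.97, 0.68, 0.0020), the allene oxide cyclase AOC4 (VIT_01s0011g03090, at least 13.9-fold, 0.0079) and the chitinases CHIA (VIT_15s0046g01570, 3.23, 0.65, 0.0048; VIT_16s0050g02220, 3.03, 0.67, 0.0080) add to the higher side. A SAUR auxin gene (VIT_09s0054g00740, -3.37, 0.36, 1.4e-04, well above background on 1 of 4 Autumn royal arrays), a polygalacturonase (VIT_07s0005g01550, -3.15, 0.41, 5.1e-04) and the calcium-binding VIT_14s0108g01000 (-3.30, 0.75, 0.0094, groups overlapping) are lower.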

Only a few significant pathways of DEGs between the two cultivars were identified: nitrogen metabolism, oxido-reduction process, RNA metabolism and modifications (Fig. 3).

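Under WD HSP70T-2 (VIT_05s0020g03330, -3.57 log2, standard error 0.30, adjusted p = 2.8e-05, n = 4 and 3), HSP20 (VIT_09s0002g06790, -4.38, 0.60, 6.1e-04), Hsp70b (VIT_11s0037g00510, -3.12, 0.38, 3.1e-04) and HSP18 (VIT_13s0019g03090, -2.58, 0.34, 5.4e-04) are lower in Autumn royal. The replication helicase MCM9 (VIT_02s0033g00190) is at least 20.3-fold higher (2.8e-05), a kinesin-like gene (VIT_06s0009g00820) at least 19.3-fold (4.7e-04) and EMB2775 (VIT_04s0023g02020) 1.77 log2 higher (0.28, 0.0013).

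camera gave an adjusted p = 8.2e-11 for heat-shock proteins as lower (15 called lower, 2 higher; adjusted p = 0.22 with an estimated correlation). For ethylene response and DREB factors as lower it gave an adjusted p = 0.016 (7 called lower; adjusted p = 0.22 with an estimated correlation). For dividing cells as higher it gave an adjusted p = 0.022 (9 called higher, 1 lower; adjusted p = 0.96 with an estimated correlation). These genes were chosen by the study in Italia under WD on some of these same arrays, so the direction is partly given beforehand. Normexp and the deposited log2 values leave 1 list each. Green leaf genes sit at 0.20 log2 here and change side with scaling (-0.05 with normexp and -0.03 with the deposited log2 values).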

To select, among the DEGs between cultivars, those specifically modulated in responses to WD, we intersected them with the DEGs between FI and WD conditions (Fig. 3). The genes common to these two groups (137 down- and 233 up-regulated in *AR* compared to *It*) have been used for gene networking analysis. The results indicated that *AR* at WD showed a predominant up-regulation of genes involved in the following biological processes: cell wall organization, macromolecule metabolic process, amino- and nucleotide-sugar metabolism and a predominant down-regulation of genes involved in the response to oxygen containing compounds. These results agree with the modulation of genes belonging to these pathways in *It* under WD. 

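BEN1 (VIT_15s0048g01000, a reductase of flavonoid and brassinosteroid metabolism) shows the common pattern: it fell in Italia under WD by 2.32 log2 (standard error 0.45, adjusted p = 0.028, n = 3 and 3) and is 2.16 log2 higher in Autumn royal under WD (0.42, 0.0040, n = 4 and 3). Of the 248 probes called between cultivars under WD alone and also called in response to WD, 169 are higher and 79 lower in Autumn royal. Of the 169, 164 had fallen in Italia, and all 79 had risen there, so most of these probes differ in the direction of the Italia change. EGY3 (VIT_03s0088g00320, a plastid protease-like protein of heat stress, -2.90 log2, 0.35, 3.1e-04) is among genes lower in Autumn royal that rose in Italia, by 2.08 log2 (0.37, 0.024).

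Both comparisons use the same Italia WD arrays, and chance in those arrays alone moves them together. Simulation without any true effect gave a correlation of 0.54 between them, against 0.38 seen, and a covariance of 0.17 against 0.35. Of the 425 probes with the largest t between WD and FI in Italia, 96.5% had the same sign in both comparisons, against 92.8% on average and 95.3% at most in simulation. The correlation seen is below the simulated one, so how far the cultivar difference goes beyond the shared arrays is left open.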

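Single genes of nitrogen use fell in Italia under WD. GDH1 (VIT_08s0007g07400, glutamate dehydrogenase) fell by 1.62 log2 (standard error 0.30, adjusted p = 0.027, n = 3 and 3), a nitrate transporter (VIT_14s0066g02590) by 3.37 (0.67, 0.030), NDPK1 (VIT_15s0021g01330, a nucleotide kinase) by 1.48 (0.28, 0.027) and GSR (VIT_14s0006g00350, cytosolic glutamine synthetase) by 1.15 (0.26, 0.046). GI (VIT_18s0157g00020, gigantea) rose by 1.50 (0.34, 0.043). Between cultivars under WD, GDH2 (VIT_16s0039g02750) is 2.28 log2 higher in Autumn royal (0.42, 0.0031, n = 4 and 3), NRT1:2 (VIT_17s0000g05640, a nitrate transporter) 1.46 (0.38, 0.017) and GS2 (VIT_05s0020g02480, plastid glutamine synthetase) 1.46 (0.43, 0.030, groups overlapping). Another nitrate transporter (VIT_12s0059g01240) is 2.15 log2 lower (-2.15, 0.63, 0.030, groups overlapping).

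Of 41 genes with a probe among the 42 that the study groups under nitrogen metabolism, limma called 1 higher and 4 lower in Italia, and 12 and 17 when adjusted over the list alone. In Autumn royal it called 0 (4 higher and 0 lower at unadjusted p), and between cultivars under WD 11 higher and 10 lower in Autumn royal. The study chose these genes on these arrays, so the count says nothing new on direction.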

Interestingly, the analysis indicated nitrogen metabolism as a significant pathway modulated between the two varieties, confirming its importance in determining the different response to WD of the two cultivars.

#### Main biological processes characterizing grapevine response to water deficit

Considering the overall results of network analyses, a complete list of DEGs belonging to the main pathways putatively involved in the modulation of grapevine defence responses to water deficit and their cultivar-specificity has been reported (Supplementary Dataset 4).

According to the important role of phytohormones in the regulation of plant stress response we found, respectively, 45 down- and 34 up-regulated genes in response to WD in cultivar *It*, whereas, four up- and one down-regulated genes were identified in *AR* (Supplementary Note §1.6). 

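Few hormone genes of Italia pass when all probes are counted in the test. The methyltransferase VIT_01s0011g05940, of the salicylate type, rose by 1.69 log2 (standard error 0.33, adjusted p = 0.029, n = 3 and 3). HYD1 (VIT_06s0004g02100, a sterol isomerase that feeds brassinosteroids) fell by 1.87 (0.38, 0.032) and an auxin induced-like gene (VIT_10s0116g01020) by 2.41 (0.51, 0.036). WAT1 (VIT_18s0001g13360, a vacuolar auxin exporter) fell by 2.62 (0.52, 0.030) and MPK4 (VIT_15s0046g02000, described as polygalacturonase-like and as a kinase) by 4.07 (0.67, 0.017). JMT (VIT_04s0023g03810, which methylates jasmonate, -2.05, 0.49, 0.051) and CPK29 (VIT_18s0001g00990, a calcium-dependent kinase, -2.33, 0.56, 0.052) came close. All 8 ERF5 genes lay lower, by -2.18 to -1.20 log2, and none was called.

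Of the 77 genes that the study groups under response to hormone, limma called 3 higher and 5 lower in Italia, and 17 and 23 adjusted over the list alone. In Autumn royal it called 0, with 13 higher and 3 lower at unadjusted p. The study chose them on these arrays. Among lists fixed before the data were examined, auxin response (1 higher, 15 lower; 2 called lower; 5 lower adjusted over the list alone) had a camera adjusted p = 0.70. Ethylene response factors and DREB (2 higher, 12 lower; 1 called lower; 1 higher and 5 lower adjusted over the list alone) had a camera adjusted p = 0.95. That list also took in amino acid permeases, and its called member is one of them, AAP2 (VIT_18s0041g01270, -2.96, 0.53, 0.025).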

ABA, auxin and ethylene responsive genes were predominant among the DEGs. 

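The pathogenesis-related genes on chromosome 3 lean upward under WD in Autumn royal. PR1 (VIT_03s0088g00890, an antifungal secreted protein, chromosome 3: 9101007 to 9101492) stood 2.68 log2 higher (standard error 0.48, adjusted p = 0.069, n = 4 and 3), another PR1 (VIT_03s0088g00810) 3.44 (0.78, 0.17) and PRB1 (VIT_03s0088g00690, a basic relative whose probe matches 2 gene identifiers) 2.41 (0.44, 0.083). In Italia the same probes stood at 0.15 (adjusted p = 0.94), 0.48 (0.86) and -0.12 (0.95). A difference in response between cultivars was not called for PR1 VIT_03s0088g00890 (-2.53, standard error 0.70, adjusted p = 0.35) or PRB1 (-2.53, 0.65, 0.33). Under WD PR1 VIT_03s0088g00890 (2.04, 0.48, 0.011) and PRB1 (1.51, 0.44, 0.030) are higher in Autumn royal than in Italia. Against OI, WD raised the PR1 genes in Italia as well, by 1.77 log2 (0.51, 0.032) and 2.97 (0.83, 0.028).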

Three genes characterize the response of *AR* (up-regulated exclusively in this cultivar) and encode for pathogenesis-related proteins putatively associated to salicylic acid signalling. According to this, we found ABA response elements (ABRE) and ABRE-related motifs in 42 hormone-responsive DEGs (Supplementary Note §1.6). Interestingly, differences between *AR* and *It* were identified. In particular, ABRE elements were found in the promoter region of *DREB1A* (VIT_16s0100g00380) and two *ERF5* encoding genes (VIT_16s0013g01060, VIT_16s0013g01050) in cultivar *It*, but the same regions in *AR* do not contain these elements.

As expected, under WD condition, we identified 22 up- and 23 down-regulated genes involved in osmotic and water stress response in *It* (Supplementary Dataset 4). Among them, six genes encode for dehydration responsive proteins (*RD22*, *RD26*, *XERICO, DRS1)* and transcription factors regulated by ABA (*DREB1A, MYB102*).

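Of the named dehydration genes in Italia, DRS1 alone passed. DRS1 (VIT_11s0149g00190, a WD repeat protein by its description) fell by 2.61 log2 (standard error 0.60, adjusted p = 0.047, n = 3 and 3). Among the other osmotic genes LTI65 (VIT_16s0050g00120, an ABA-induced protein) rose by 2.67 (0.59, 0.042) and TIL (VIT_11s0206g00120, a lipocalin that protects membranes) by 1.41 (0.32, 0.043). RD26 (VIT_19s0014g03290) stood at 1.34 log2 (0.85, 0.44), XERICO (VIT_12s0057g01330, a ubiquitin ligase that raises ABA) at 1.61 (0.76, 0.28) and MYB102 (VIT_19s0014g03820) at 1.63 (0.50, 0.10). RD22 (VIT_04s0008g03930, a dehydration-induced wall protein) stood at 1.18 (0.69, 0.40) and DREB1A (VIT_16s0100g00380, an AP2 factor) at -1.70 (1.66, 0.67). RD22 and RD26 each have several probes, which differ in size and are alike in not being called. Against OI, RD26 (5.04, 0.85, 0.0045), XERICO (3.57, 0.76, 0.0096), RD22 (2.69, 0.69, 0.021) and MYB102 (2.21, 0.50, 0.011) rose.

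Of 30 osmotic genes with a probe among the 45 in the study's group, limma called 3 higher and 2 lower, and 9 and 10 adjusted over the list alone. The study chose these genes on the same arrays.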

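OSM34 VIT_02s0025g04340 (chromosome 2: 3822830 to 3825957), a defence protein that also protects against salt, stood 3.41 log2 higher under WD than FI in Italia (standard error 1.30, adjusted p = 0.17, n = 3 and 3). OSM34 VIT_02s0025g04230 (chromosome 2: 3754955 to 3774888) stood at -2.62 (1.17, 0.25). Neither passed against FI. Against OI the latter fell by 5.46 log2 (1.17, 0.0095).

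Among 11 pathogenesis-related genes of the study's Italia list 6 lay higher and 5 lower (camera adjusted p = 0.12; adjusted p = 0.30 with an estimated correlation). limma called MLP423 (VIT_05s0077g01530, a major latex protein, 2.12 log2, 0.47, 0.040), and 6 higher and 4 lower adjusted over the list alone. The chitinase HCHIB (VIT_03s0038g03400, 2.86, 0.088) and a thaumatin-like gene (VIT_13s0019g02020, -3.47, 0.050) stayed outside.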

Noteworthy, two osmotin-like genes *OSM34* generally associated to drought tolerance in other species resulted up- (VIT_02s0025g04340) and down-regulated (VIT_02s0025g04230). In contrast to the large number of genes differentially expressed in It, only two genes involved in osmotic stress response resulted differentially expressed in *AR*, both up-regulated: b-glucanase (VIT_205s0077g01150) and OSM34 (VIT_02s0025g04340), similarly to *It*.

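In Autumn royal both genes point upward with a wide spread between arrays. The b-glucanase VIT_05s0077g01150, a wall glucanase, stood 3.10 log2 higher under WD (standard error 1.77, adjusted p = 0.60, n = 4 and 3), and OSM34 (VIT_02s0025g04340) 3.10 (1.21, 0.52). In Italia the b-glucanase stood at 3.23 (1.89, 0.40, n = 3 and 3). The glucanase was high on a single Autumn royal WD array, at 5.33 log2 against -1.74 to -1.44 on the others. limma called 0 of the 30 osmotic genes in Autumn royal, with 5 higher and 2 lower at unadjusted p.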

Modulation of 41 genes involved in the response to oxygen-containing compounds was observed in *It* (Supplementary Dataset 4). They include genes involved in the generation of reactive oxygen species (ROS) as peroxidases, in the plant defence from ROS (as catalases, ascorbate peroxidases) and in the cell redox homeostasis (as thioredoxins). 

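Peroxidases that pass in Italia fell. Peroxidase 66 (VIT_16s0022g02470, a secreted class III enzyme) fell by 3.08 log2 (standard error 0.60, adjusted p = 0.029, n = 3 and 3; well above background on 1 of 3 WD arrays) and a second gene of that name (VIT_16s0100g00090) by 2.48 (0.54, 0.040). The catalase CAT2 (VIT_00s0698g00010, which removes hydrogen peroxide) stood at 1.50 (0.48, 0.11), the ascorbate peroxidase APX3 (VIT_04s0023g03730) at -2.66 (0.97, 0.16) and the thioredoxin TRX2 (VIT_01s0026g01460) at -1.59 (0.69, 0.23). HSP21 (VIT_16s0098g01060) rose by 3.01 (0.64, 0.036), and the ankyrin genes VIT_05s0165g00270 (-3.18, 0.57, 0.024) and VIT_05s0102g00030 (-2.79, 0.44, 0.014) fell. Between cultivars under WD, peroxidase 66 (VIT_16s0100g00090) is 2.77 log2 higher in Autumn royal (0.51, 0.0030, n = 4 and 3) and VIT_11s0037g01350, which the paper lists as an ankyrin, 2.00 (0.61, 0.035).

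Of 41 genes that the study places under response to oxygen-containing compounds, limma called 4 higher and 7 lower in Italia, and 19 and 14 adjusted over the list alone. The study chose them on these arrays. The list of peroxidases and glutathione transferases (12 genes, 4 higher and 8 lower, 2 called lower, 3 and 6 adjusted over the list alone) gave a camera adjusted p = 0.95.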

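The cold-inducible peroxidase RCI3 (VIT_14s0060g00520) lay lower under WD in both cultivars, at -2.29 log2 in Autumn royal (standard error 1.39, adjusted p = 0.61, n = 4 and 3) and -3.68 in Italia (1.48, 0.20, n = 3 and 3). Its probe matches 4 gene identifiers. Against OI it fell in Italia by 5.40 log2 (1.48, 0.027). The anionic lignin biosynthetic peroxidase VIT_12s0028g01840 stood at 1.93 in Autumn royal (0.90, 0.57) and 2.31 in Italia (0.96, 0.21). limma called 0 of the 41 genes of this group in Autumn royal, with 5 higher and 1 lower at unadjusted p.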

Only one gene involved in these pathways was differentially expressed (up-regulated) in *AR*: the peroxidase 5-like (*RCI3*: VIT_14s0060g00520).

In addition, a complete list of the transcription factors (TF) differentially expressed under WD, has been also reported (Supplementary Dataset 4). 

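Transcription factors of Italia mostly stop short of the limit for a call. NAC028 (VIT_04s0079g00280, a NAC factor) fell by 1.72 log2 (standard error 0.40, adjusted p = 0.049, n = 3 and 3) and the DNA-binding gene VIT_08s0058g00200 rose by 1.53 (0.32, 0.036). HB-12 (VIT_16s0098g01170, a homeobox factor induced by ABA) stood at 3.20 (0.97, 0.10), STZ (VIT_03s0091g00690, a zinc-finger repressor) at 1.50 (0.68, 0.26) and WRKY75 genes at 2.76 (VIT_17s0000g01280, 0.17) and 2.03 (VIT_01s0010g03930, 0.64, 0.11). Of the 62 genes of the study's group of factors limma called 1 higher and 1 lower in Italia, and 20 and 20 adjusted over the list alone. In Autumn royal it called 0, with 9 higher and 4 lower at unadjusted p. Under WD the comparison of cultivars gave 5 higher and 15 lower in Autumn royal. The study picked these factors on these arrays, so their number is not an independent count.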

According to the evident differences in the response to WD between *AR* and *It*, we found 61 TF differentially expressed (35 down-regulated, 26 up-regulated) in *It* versus only one TF differentially expressed (up-regulated) in *AR*. Most of TFs belong to AP2-EREB, bHLH and MYB families (Fig. 4).

**Figure 4:**
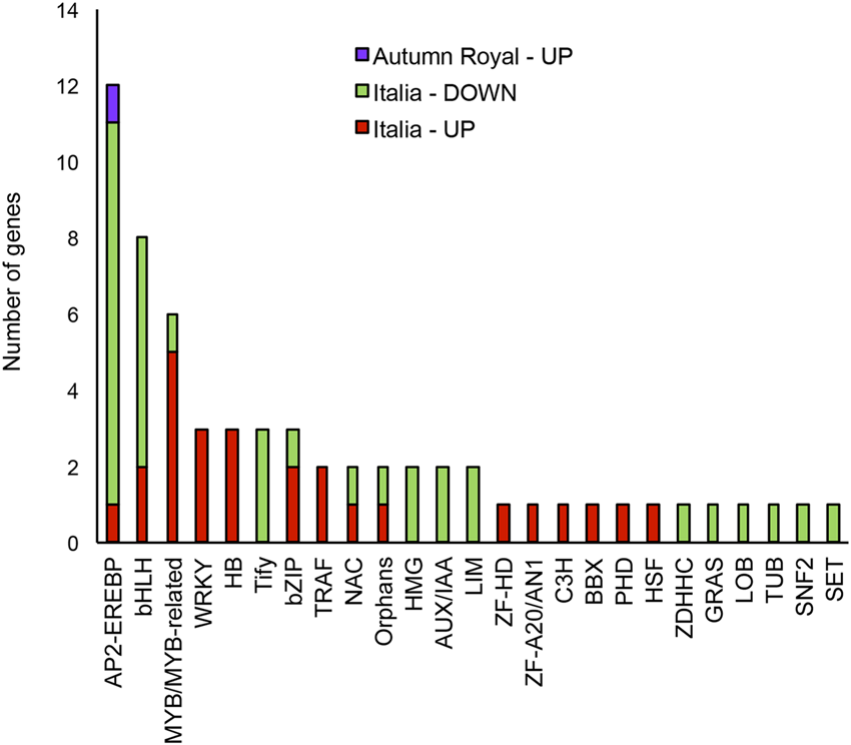
Transcription factors families differentially expressed under water deficit. The proportion of genes up-regulated in *AR*, down- and up-regulated in *It* is indicated in purple, green and red, respectively. AP2-EREB: APETALA2 and ethylene responsive element binding proteins characterized by AP2 DNA-binding domain; bHLH: basic helix-loop-helix family of proteins; MYB/MYB related: proteins containing Myb DNA-binding domain; WRKY: WRKY domain transcription factors; HB: Transcription factors containing homeobox KNOX1 KNOX2 domains; Tify: proteins characterized by Tify domain; bZIP: basic region/leucine zipper motif (bZIP) transcription factors; TRAF: proteins containing BTB domain; NAC: plant-specific transcription factors possessing NAM domain; Orphans: Orphans family transcription factors; HMG: HMG-box DNA-binding transcriptional regulators; AUX/IAA: proteins, containing AUX/IAA domain, that repress expression of primary/early auxin response genes; LIM: LIM domain proteins; ZF-HD: zinc finger homeodomain proteins; ZF-A20/AN1: Zinc finger A20/AN1-type domain proteins; C3H: Cys3His zinc finger domain proteins; BBX: zinc finger b-box domain proteins; PHD: PHD domain containing proteins; HSF: heat shock transcription factors containing a HSF DNA-binding domain; ZDHHC = DHHC zinc finger domain containing proteins; GRAS: GRAS domain containing proteins; LOB: plant-specific protein family containing DUF260 domain; TUB: TUBBY-like proteins containing a TUB domain.

### Inter-cultivar comparison of genomic data

In order to find genotype-specific differences putatively associated to the observed different response to WD, we looked for *AR* and *It* specific genomic variations among previously published data^19^ searching for polymorphic genes between the analysed cultivars involved in abiotic stress. More in detail, we focused our attention on copy number variant (CNV) regions and single nucleotide variants (SNVs) affecting gene transcription. By looking at the annotated copy number for each cultivar, we identified 1249 subregions whose *AR* and *It* copy number difference was higher than 0.5 (Table 1, Supplementary Dataset 5). Notably, this indicates that about 5% of the grape genome is variable between the two cultivars. Interestingly, the extracted subregions were found to overlap with 1499 genes. Interestingly, four regions showed very high CN differences between *AR* and *It* (>20); these regions had already been described as hyper-duplicated regions by Cardone *et al*.^19^. Two of these contain genes belonging to NADH dehydrogenases family and for both of them *AR* showed the higher CN with respect to *It*. Genes of which the copy number difference was higher than 5 (147 genes corresponding to 111 regions), were mainly found to belong to gene families involved in stress responses (*e.g*. NBS-LRR and Ankyrin domain proteins) or to relate to transposable elements.

**Table 1:** CNVs and SNPs identified comparing *AR* and *It* high-throughput sequencing data.

Genomic variants	CNVs	SNVs
Total polymorphisms	1249 regions (1499 genes)	2283 (1807 genes)
Overlapping with genes involved in functional categories of interest^a^	26 (27 genes)	49 (41 genes)
Overlapping with genes differentially expressed between *AR* and *It*	159 (159 genes)	336 (295 genes)

^a^Genomic variants overlapping with genes belonging to both abiotic stress response and hormone signalling functional categories.

While studying the SNVs between the two cultivars, instead, we found 2283 events functionally affecting 1807 genes (*i.e*. causing a gain or loss of function) (Table 1, Supplementary Dataset 7). The functional categories of these genes are mainly represented by: primary metabolism (908 SNVs), response to stress (including ankyrin, NBS-LRR and response to stimulus) (205 SNVs), signalling (159 SNVs), transport (111 SNVs), secondary metabolism (79 SNVs), cellular processes (78 SNVs) and transcription factors (64 SNVs).

Among the found variations, 876 SNVs were found exclusively in *AR* (*i.e*. showing a homozygous reference genotype in *It*: 0/0), while 1025 SNVs were found exclusively in *It* (*i.e*. showing a homozygous reference genotype in *AR*: 0/0). Among these, 133 and 101 SNVs were homozygous (genotype 1/1) in *AR* and in *It*, respectively.

We deeply studied the CNVs and SNVs containing genes involved in pathways of relevance in the response to abiotic stresses and drought in particular (26 CNVs and 49 SNVs) (Supplementary Dataset 6). Among these, *HVA22A* and *RD22* (related to ABA signalling and water stress response) were found more duplicated in *It* compared to *AR*. Noteworthy, one *RD22* (VIT_04s0008g04120) and two *HVA22A* (VIT_03s0097g00470 and VIT_03s0038g01650) genes also showed cultivar specific SNVs causing stop codon gains.

In order to gain insights into the genetic bases of cultivar-specific response to water deficit, we compared the so highlighted genomic differences with the DEGs found in our comparisons (Supplementary Dataset 8). We found 158 DEGs showing differences in CN. Looking at the functional annotation, we found enrichment of the following categories: primary metabolism (37 DEGs), stress response (including NBS-LRR and response to stimulus) (32 DEGs), secondary metabolism (terpenoid and phenylpropanoid metabolisms) (14 DEGs), transport (13 DEGs), signalling pathway (12 DEGs). 54% revealed a direct correlation between CNV and expression level (*i.e*.: the higher CN corresponded to UP regulation). 

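Copy number and expression point the same way for some single genes and opposite ways for others, also within the TPS21 genes. The cineole synthases TPS14 (VIT_00s0266g00020, -3.27 log2 under WD, standard error 0.67, adjusted p = 0.0057; VIT_00s0266g00040, -3.02, 0.60, 0.0046; n = 4 and 3) have fewer copies in Autumn royal and are lower there. The terpene synthase TPS21 (VIT_18s0001g05240, -3.24, 0.63, 0.0041) and NAD7 (VIT_00s0246g00100, of mitochondrial complex I, -2.36, 0.26, 1.7e-04) are lower too, the former with fewer copies and the latter with more. HYR1 (VIT_03s0017g02000, a glycosyltransferase, 3.29, 0.58, 0.0024) is higher with more copies. TPS21 (VIT_18s0001g04490, 3.38, 0.90, 0.020) and PAL4 (VIT_11s0016g01640, phenylalanine lyase, 2.21, 0.65, 0.030) are higher in Autumn royal with fewer copies.

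Of the 54 genes with a copy number difference that have a probe, 33 (61.1%, 95% interval 46.9% to 74.1%) point the same way in copies and expression under WD (Fisher p = 0.25). Under FI it is 26 of 38 (68.4%, 51.3% to 82.5%, p = 0.14 in Fisher's exact test). The interval under WD includes even odds and that under FI lies just above them. Even odds are not the share to expect without a relation, since most of these genes have fewer copies and are lower in Autumn royal. Fisher's test allows for this and did not pass at either level. Neighbouring genes with equal copy numbers, such as the TPS14 genes, were counted singly. Leaving out 1 array gave 59.3% to 63%. The study chose these genes for differing in expression on these arrays.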

A selection of the genes putatively involved in the cultivar-specific response to water deficit has been reported in Table 2. Interestingly, the different CN of *HVA22* and *RD22* might explain their differential expression. 

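HVA22A and RD22, both induced by ABA and drought, carry more copies in Italia at most of their loci. HVA22A VIT_03s0132g00080 (chromosome 3: 11420553 to 11421187) is lower in Autumn royal under WD (-1.90 log2, standard error 0.59, adjusted p = 0.037, n = 4 and 3), with 11.4 copies against 15.3 in Italia. Its neighbour VIT_03s0132g00070, whose probe matches 2 gene identifiers, lies at -1.43 (0.85, 0.23) and was not called. Under FI these probes lie at -1.69 (0.63, 0.18) and -1.53 (0.91, 0.44), likewise not called. Another HVA22A gene (VIT_01s0026g02190) is higher in Autumn royal under WD (2.45, 0.31, 4.1e-04).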

Of note, a lineage-specific evolution of the *RD22* family has been described with the biggest expansion in grapevine^32^. We found 18 paralogues in the reference genome and identified CNVs between *AR* and *It* in ten of them^19^. 

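RD22 VIT_04s0008g04150, a dehydration-induced wall protein whose probe matches 2 gene identifiers, lies at -2.11 log2 in Autumn royal against Italia under WD (standard error 0.69, adjusted p = 0.046, n = 4 and 3) and at -1.88 under FI (0.73, 0.20, n = 3 and 3). RD22 VIT_04s0008g03950 lies at -2.30 under WD (0.55, 0.012) and at -2.43 under FI (0.59, 0.041). RD22 VIT_04s0008g04130 lies at -2.11 under WD (0.74, adjusted p = 0.060) and was not called, although the copies there favour Autumn royal with 2.93 against 2.22.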

VIT_04s0008g04140 and VIT_04s0008g04150 showed also down regulation in *AR* with respect to *It* (Table 2).

**Table 2:** CNVs occurring in genes differentially expressed between *AR* and *It* selected as candidate genes for grapevine response to water deficit stress.

Copy number		Unique ID	Regulation between cvs	Functional annotation	Network
*AR*	*It*				
16.91	22.89	VIT_03s0132g00070	DOWN in *AR* at WD and FI	HVA22A	ABA and drought response
11.41	15.30	VIT_03s0132g00080	DOWN in *AR* at WD and FI	HVA22A	
1.68	2.31	VIT_04s0008g04140	DOWN in *AR* at WD	RD22	
1.18	2.81	VIT_04s0008g04150	DOWN in *AR* at WD and FI	RD22	
13.06	4.58	VIT_09s0002g07820	UP in *AR* at WD	Quinone oxidoreductase	Electron transport (Respiratory-chain phosphorylation)
11.30	3.95	VIT_09s0002g07820	UP in *AR* at WD	Quinone oxidoreductase	
8.18	8.94	VIT_13s0047g00080	DOWN in *AR* at FI	ZIFL1 (Zinc induced facilitator 1)	H+ Transport
10.22	11.19	VIT_13s0047g00080	DOWN in *AR* at FI	ZIFL1 (Zinc induced facilitator 1)	
4.68	5.28	VIT_12s0059g00050	DOWN in *AR* at WD	Ankyrin repeat	Transport
2.53	3.10	VIT_14s0128g00120	DOWN in *AR* at WD	Ring-H2 finger protein VVL3B	Regulation (zinc finger C_3_HC_4_ family)
2.51	5.14	VIT_02s0025g01900	DOWN in *AR* at WD	Cellulose synthase CSLG3	Cell wall organization and biogenesis
2.20	1.14	VIT_16s0013g01680	UP in *AR* at WD	L-asparaginase 3 precursor	Nitrogen metabolism and assimilation
13.89	8.87	VIT_16s0013g01680	UP in *AR* at WD	L-asparaginase 3 precursor	
19.32	13.22	VIT_16s0013g01680	UP in *AR* at WD	L-asparaginase 3 precursor	
5.98	3.39	VIT_03s0063g01220 VIT_03s0063g01250	UP in *AR* at WD	Nodulin 1 A. senescence-associated	
3.30	1.74	VIT_16s0100g00090*	UP in *AR* at WD	Cationic peroxidase	Aromatic amino acid metabolism (Phenylalanine metabolism)
4.76	10.09	VIT_18s0001g04690	DOWN in *AR* at WD	Sesquiterpene cyclase	Terpenoid biosynthesis
6.93	23.65	VIT_18s0001g04690	DOWN in *AR* at WD	Sesquiterpene cyclase	
10.12	3.14	VIT_18s0001g06160	UP in *AR* at WD	TIR-NBS-LRR-TIR disease resistance protein	Plant-pathogen interactions
11.93	5.03	VIT_12s0034g01660	UP in *AR* at WD	R protein MLA10	
2.80	6.95	VIT_13s0064g01850	DOWN in *AR* at WD	R protein MLA10	
5.58	8.66	VIT_07s0141g01030	DOWN in *AR* at WD	R protein MLA10	
4.04	6.35	VIT_00s0222g00080	DOWN in *AR* at WD	CC-NBS-LRR class	

Likewise, we compared SNVs with DEGs and we found 336 SNVs affecting the function of 295 DEGs. Among these, to identify candidate genes responsible for the observed genotype-dependent response to water stress, we specifically looked at SNVs corresponding to inter cultivar DEGs and we found 22 genes (Table 3).

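Few of the genes with a sequence variant have a probe that can be named here. TPS21 (VIT_19s0014g04810, a sesquiterpene synthase, chromosome 19: 5156208 to 5159153) is lower in Autumn royal under WD (-2.32 log2, standard error 0.65, adjusted p = 0.025, n = 4 and 3) and lies at -0.59 under FI (0.69, 0.71, n = 3 and 3). The glycosyltransferase OGT1 (VIT_05s0062g00720) lies at -1.34 under WD (0.71, 0.18). Among genes with a copy number difference, SMT1 (VIT_15s0048g01430, a sterol methyltransferase) is higher in Autumn royal under WD (2.22, 0.48, 0.0069). The zinc transporter ZIFL1 (VIT_13s0047g00080) is lower under FI (-2.20, 0.50, 0.031), and CSLG3 (VIT_02s0025g01900, a cellulose synthase-like gene) lies at -0.59 under WD (0.54, 0.44).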

**Table 3:** SNPs occurring in genes differentially expressed between *AR* and *It* selected as candidate genes for grapevine response to water deficit stress.

SNP	Cultivar	Unique ID	Regulation between cvs	Functional annotation	Network
chr3_9101157_A/T	*AR* het	VIT_10s0003g04500	UP in AR at WD	Ankyrin	Ankyrin repeat protein
chr3_10715509_C/A	*AR* het				
chr3_10713269_G/A	*AR* homo/It het				
chr4_17564196_A/T	*AR* het	VIT_11s0037g01350	UP in AR at WD	Ankyrin	
chr5_18992761_C/T	*AR* het	VIT_13s0106g00060	DOWN in AR at WD	Ankyrin repeat	
chr8_17864017_C/T	*It* het	VIT_09s0002g01900	UP in AR at WD	APM1 (Aminopeptidase M1)	Auxin Transport
chr8_17864127_C/A	*It* het	VIT_05s0062g00720	DOWN in AR at WD	UDP-glucoronosyl/UDP-glucosyl transferase UGT75C1	Flavonoid biosynthesis
chr8_8569440_T/G	*AR* het	VIT_00s0207g00160	UP in AR at WD	Pathogenesis-related protein 1 precursor (PRP 1)	JA and SA signalling
chr9_1663113_G/A	*AR* het	VIT_03s0088g00890	UP in AR at WD	Pathogenesis related protein 1 precursor [*Vitis vinifera*]	
chr9_8958872_C/T	*It* het	VIT_17s0000g07400	UP in AR at WD	EDS1 (Enhanced disease susceptibility 1)	
chr10_7866464_T/A	*It* het	VIT_17s0000g06810	DOWN in AR at WD	Myb family transcription factor/ELM2 domain-containing	MYB Transcription factor
chr10_7866668_C/A	*It* het	VIT_08s0058g00070	DOWN in AR at WD	Disease resistance protein SlVe2 precursor	NBS-LRR superfamily
chr10_7866709_C/T	*AR* het	VIT_09s0002g08270	DOWN in AR at WD	Leucine-rich repeat	
chr11_10805976_C/T	*AR* homo	VIT_13s0064g00470	DOWN in AR at WD	Disease resistance protein (NBS-LRR class) RGH1	
chr13_22086745_G/C	*It* het	VIT_16s0022g00240	UP in AR at WD	EIX receptor 2	
chr13_9391005_C/T	*AR* homo/It het	VIT_18s0041g00160	DOWN in AR at WD	Disease resistance protein (NBS class)	
chr14_26132777_G/A	*AR* het	VIT_19s0027g00830	DOWN in AR at WD	Disease resistance protein (CC-NBS-LRR class)	
chr16_11039713_C/T	*It* het	VIT_14s0171g00300	DOWN in AR at WD	4-coumarate-CoA ligase	Phenylpropanoid biosynthesis
chr17_7466883_T/A	*AR* het	VIT_08s0007g03880	DOWN in AR at WD	Zinc finger (C_2_H_2_ type) family	Regulation (zinc finger C_2_H_2_ family)
chr17_8334525_A/G	*AR* het				
chr18_r_3865601_C/T	*It* het	VIT_04s0023g01130	DOWN in AR at WD	E3 ubiquitin-protein ligase RNF5	Regulation (zinc finger C_3_HC_4_ family)
chr18_24517362_C/T	*It* het	VIT_00s0271g00060	UP in AR at WD	Linalool synthase	Terpenoid biosynthesis
chr19_5156975_A/C	*It* het	VIT_18s0001g04480	UP in AR at WD	Germacrene-D synthase	
chr19_20163598_A/G	*AR* het	VIT_19s0014g04810	DOWN in AR at WD	Vetispiradiene synthase	
chrUn_12494276_T/A	*It* het	VIT_03s0097g00470	UP in AR at WD	ATHVA22A (Arabidopsis thaliana HVA22 homologue A)	ABA signalling

## Discussion

Water deficit represents the main environmental constraint for growth in grapevine. In response to drought, different cultivars adopt different strategies to limit the effect of water deficit, although the genetic and physiological origins of these differences are still debated^8,18,33,34^.

In the present work, we combined physiological studies with transcriptomics and genomics in order to investigate the different ability of two table grape varieties to respond to water stress and highlighted new clues about the genetic bases of these differences. Most of the previous literature data are based on experiments under controlled conditions, and they are mostly focused on wine grape varieties^35^. We, instead, tested the effects of a reduced irrigation directly on the field in order to investigate how the mentioned different ability reflects an adaptation of the cultivars to the growing conditions.

We demonstrated a negative effect of WD on some important traits for table grape production such as bunch weight and berry size, confirming previous results^30^.

Besides water stress does not induce a constant response in flavonols and flavanols^36,37^, anthocyanins exert homogeneous behaviour increasing under WD^35,38,39^. For this reason, we decided to focus our attention on the different classes of anthocyanins in *AR* (Fig. 1b) and we demonstrated that the WD affects positively anthocyanin content, especially on anthocyanins-3O-glucosides and 3O-acetyl-glucosides. Moreover, we showed that the relative amount of ant-2OH increased more than the ant-3OH one (2.1 vs 1.2 folds, respectively) (Fig. 1b). Instead, previous studies have described a shift in biosynthesis toward a higher proportion of 3′,4′,5′-trihydroxylated compared to 3′,4′-dihydroxylated anthocyanins through the up-regulation of flavonoid-3′,5′-hydroxylase^37,39,40^.

It has lately been annotated, however, that also phenylpropanoids and terpenoid pathways can take part in the berry response to WD in non-pigmented berries, suggesting that an overproduction of monoterpenes is part of the fruit response to drought^20^. We accordingly found structural variations between *It* and *AR* in DEGs belonging to terpenoid and phenylpropanoid gene families (Tables 2 and 3).

Recently, many comparative studies have addressed the topic of water stress response in grapevine at a molecular level, using different experimental approaches^8,14,16–18,20,41^. With respect to previous data, we focused our attention on the early response to water deficit. Besides differences in experimental settings, pedo-climatic and growing conditions, other than tissues analysed, our data confirmed that WD induces modulation in genes related to response to stimuli, response to abiotic stress, ABA response, protein and carbohydrate metabolisms, nitrogen metabolism, and ROS response, thus revealing the importance of such pathways in the response to water stress. Notably, both the analyzed varieties showed modulation of genes related to osmotic stress response and those related to the primary immune plant system such as the defence proteins (PR1). This finding demonstrated that the mechanisms acting in the primary response to both biotic and abiotic stresses are shared as already highlighted for other kind of stresses^18^.

However, comparing our data with those already available^42^ we found qualitative and quantitative differences in the genes specifically modulated in response to WD. Indeed, only 8–10% of the DEGs found in our experiments overlap with those recently selected as responsive genes in Montepulciano and Sangiovese^8^. This strongly supports the genotype-dependent response to WD.

In accordance with this, we found strong differences in the WD response between *AR* and *It*. *AR* showed a limited and specific response, involving the modulation of genes specifically related to plant defence mechanisms, including drought-responsive genes such as desiccation proteins.

The strong differences observed between *AR* and *It* under WD stress might also depend on a different timing of response between the two cultivars: *AR* could activate later a more extensive response to WD, similarly to what found for the anisohydric cultivar Sangiovese^8^. This suggests that the genotype-specific responses to WD need to be investigated at the early phases after WD.

This behaviour could probably reflect a better adaptation of *AR* to the WD conditions. Indeed, adaptation and resilience to water stress, such as the extremely limited response in the early phase found in *AR*, could be considered more advantageous. In this way, the plant could activate its defence responses more gradually - only if the WD condition is prolonged - and this could avoid investing much resources and energy if not strictly necessary.

In order to understand the molecular basis of such kind of genotypic - specific response, we deeply analyzed NGS data belonging to the studied cultivars and we identified structural variants in stress-related genes. Many genomic variations were also correlated to the expression differences, and thus putatively associated to the different genotypic-specific behaviour observed in response to WD. Genomic data obtained from different plant species have revealed that plant genomes are highly plastic as a result of different mechanisms such as genome duplication, segmental duplications, and transposable elements (TEs) mobility. Moreover, contrary to what was previously thought, it is now clear that the genetic plasticity is useful for the adaptation to a changing environment^43^.

Among the most polymorphic genes between *AR* and *It*, we found that the higher CN differences affected some well-known stress-related gene families, such as ankyrin repeat proteins belonging to the RING finger family, recently described as specifically related to drought response in *Arabidopsis thaliana*^44,45^. Indeed, the *Arabidopsis thaliana* ankyrin *DRA1*_(At4g03500) was identified as a negative regulator of drought tolerance^45^. Interestingly, there are 18 orthologs of this gene annotated in grape (Gene Tree EPlGT00940000163197, Ensembl Plants release 41) and 12 of these had shown a differential expression in response to WD between *AR* and *It* (Table 2, Supplementary Dataset 2). Of note, the gene VIT_12s0059g00050, down-regulated in *AR* in response to WD, showed a lower CN in *AR* with respect to *It*. Additionally, we also found five SNVs (of which four specifically in *AR*) causing a gain of a stop codon, in three genes coding for ankyrin repeat proteins (Table 3). These data, in agreement with what previously known about ankyrin proteins in *Arabidopsis thaliana*^44,45^, reveal the role of these proteins in the genotype-dependent response to drought. Stress conditions could have induced gene duplications and these events could create genome plasticity leading to a different ability to respond to the changing environment.

Antioxidant enzymes, metabolites, transcription regulators, and cross-talk with hormones prompted by abiotic stress conditions are crucial to ensure the right antioxidant homeostasis, achieving a positive balance between photosynthesis and respiration^33^. According to this, among the genes showing CNVs and SNPs directly related to the expression modulation in early stress responses we also found genes involved in photosynthesis, energetic metabolism, electron transport and ROS scavenging pathways as NADH dehydrogenases and quinone oxidoreductases (Supplementary Dataset 8).

Of note, we also found more than 200 TEs showing different CN in *AR* and *It*. It is well known that stresses induce activation of TEs in plants and that the resulting genome plasticity is fundamental to survive in adverse environments^46^. Rocheta and colleagues^18^ described differential expression of TEs in grapevine in a stress-specific manner, suggesting a role of TEs in grapevine stress response and adaptation response to abiotic stresses.

According to the importance of phytohormones in the regulation of plant responses and adaptation to abiotic and biotic stresses^47–50^, and the key role of ABA in the modulation of the complex hormonal network in response to WD^51,52^, we identified numerous differences between *AR* and *It* not only at transcriptomic but also at genomic level. Indeed, we revealed CNVs in 30 genes of phytohormone signalling and perception, most of them ABA-dependent (Supplementary Dataset 6). Our results confirmed that ABA-mediated perception and response might be the major responsible for the varietal-specific behaviour observed applying water stress.

As an example, higher CN in the gene *RD22*, in *It*, is also coupled with a significantly higher expression of these genes in cultivar *It* compared to *AR* (Table 2). The Responsive to Dehydration 22 (*RD22*) has been recently described as a link between ABA signalling and abiotic stress responses^32^ by maintaining cell integrity under stress conditions^53^. Notably, a big cluster of paralogous copies of *RD22* on chromosome 4 has been described^32^ and it is a hot spot for subsequent duplication/deletion events mediated by unequal crossing-overs, leading to CNV in this region^19^. According to Matus and colleagues, we found that different members of the grape *VvRD22* group present a different expression during the early response to water stress. In addition to this, we also found CNVs in this gene family between *AR* and *It*, thus supporting the role of *RD22* in ABA-mediated response in a genotype-dependent way.

Moreover, we found that the ethylene responsive factors (ERFs) resulted the most represented TF family differentially expressed under WD, counting 12/62 genes. Nine of them, possess ABA-responsive elements (ABRE or ABRE-related) in their promoters. Eight of these ABA-responsive ERFs resulted down-regulated in response to WD stress, whereas, one was up-regulated (Supplementary Dataset 4). This is in agreement with literature data on different plant species, showing that ERFs might regulate the drought stress responses in both directions: overexpression of some ERFs enhance the tolerance to water stress, whereas others could act as repressors in drought stress responses^54–58^.

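The ERF5 genes, ethylene response factors, form a cluster on chromosome 16 (6676172 to 6904334) and have similar values. VIT_16s0013g01060 lies at -1.78 log2 under WD in Italia (standard error 0.73, adjusted p = 0.21, n = 3 and 3) and VIT_16s0013g01030 at -1.88 (0.70, 0.17). Against OI the same 8 genes lie between 0.23 and 0.92 log2, so they lie lower under WD only beside FI. OI against FI gave -2.41 to -1.95 log2 for them. None of the 8 was called in any of these comparisons. All 8 are lower in Autumn royal than in Italia under FI, by -4.69 to -4.44 log2, and 7 of 8 under WD; VIT_16s0013g01050 (-2.23, 0.76, 0.055) was not called there.

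ERF VIT_09s0002g09120 differs between its probes: the brighter lies at 1.51 log2 (0.49, 0.12) and the other rose by 3.71 (adjusted p = 0.029). Of 16 ethylene response factors among the study's genes 4 lay higher and 12 lower under each of 4 scalings, with medians of -1.22 here and -1.37 to -1.30 elsewhere. limma called 0 of the 16 on their brightest probes, with 4 higher and 5 lower at unadjusted p. The study chose them on these arrays.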

Other important players in the regulation of ABA responses to WD include the type 2 C protein phosphatases as ABI1. These proteins regulate the sensitivity of guard cells K+ channels to this phytohormone, indeed *abi1* and *abi2* arabidopsis mutants are insensitive to ABA and unable to close stomata^59^. 

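ABI1 (VIT_11s0016g03180, a protein phosphatase 2C that holds ABA signalling down, chromosome 11: 2548079 to 2561422) rose under WD in Italia by 2.10 log2 (standard error 0.40, adjusted p = 0.027, n = 3 and 3) and by 3.45 against OI (0.40, 0.0016). In Autumn royal it stood at 0.44 (0.37, 0.64, n = 4 and 3). The difference between these responses, 1.66 log2 (0.54, adjusted p = 0.43), was not called. Its relatives HAI2 (VIT_16s0050g02680, -2.65, 0.47, 0.0024) and DBP1 (VIT_11s0118g00700, -2.11, 0.29, 6.0e-04) are lower in Autumn royal than in Italia under WD. Both phosphatases of the study's Italia list lay higher under WD (median 1.75 log2, 1 called; a list of 2 genes is described and not tested).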

We showed that WD stress increases *ABI1* transcription only in *It*, however, it is not possible to depict the consequent effect on ABA regulation, considering the complex regulation occurring at this stage of ABA signalling.

ABF2, an ABRE-binding bZIP factor, is another component of ABA signalling likely involved in the adaptive processes to abiotic stresses as drought. Overexpression of this gene enhances resistance to water stress and induces stomatal closure^60^. Interestingly, our results indicate an up-regulation of *ABF2* in *It* in response to WD condition. 

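ABF2 (VIT_18s0001g10450, a bZIP factor that binds ABA response elements, chromosome 18: 8769250 to 8769811) stood 1.82 log2 higher under WD than FI in Italia (standard error 0.47, adjusted p = 0.062, n = 3 and 3) and rose by 2.33 against OI (0.47, 0.0074). In Autumn royal it stood at 0.44 (0.44, 0.67, n = 4 and 3). GBF3 (VIT_02s0025g01020, a related factor) showed the same pattern, 1.88 against FI (0.47, 0.059) and 2.12 against OI (0.47, 0.011). Neither was called against FI.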

The increase of its expression level might be responsible of the transcriptional activation of other ABA-responsive genes related to stress response. According to this hypothesis, we found ABRE motifs in the promoter of drought related genes as *RD22, ERF, DREB1, DDF2*. Interestingly, differences in the presence/absence of ABRE motifs were also found between *AR* and *It*, they might affect the ABA-mediated response of the two cultivars under WD.

A hypothetical scheme of the ABA-mediated mechanisms involved in responses to WD stress in cultivars *AR* and *It* is depicted in Fig. 5. Our results suggest that the increase of ABA and/or of ABA perception in cultivar *It* could be responsible for the transcriptional induction/repression of signalling genes and transcription factors, such as those belonging to AP2/AREB and MYB families. They might affect the transcriptional regulation of drought-related genes. In contrast to the 25 ABA-responsive genes differentially expressed in *It* in response to WD, only two genes resulted differentially expressed in *AR* highlighting that ABA perception is strongly genotype-dependent.

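MPK4 and ABI1 are ABA-related genes of the paper that passed in Italia and not in Autumn royal. The MPK4 gene (VIT_15s0046g02000) is described both as polygalacturonase-like and as this kinase. In Autumn royal MPK4 stood at -1.02 log2 (standard error 0.63, adjusted p = 0.61, n = 4 and 3). Under WD MPK4 is 3.47 log2 higher in Autumn royal than in Italia (0.63, 0.0028). Its interaction of cultivar and irrigation is -3.06 log2 (0.92, adjusted p = 0.38) and was not called.

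The paper concludes that perception of ABA depends strongly on genotype, from the number of genes called in each cultivar. Of the 97 genes that it names and that have a probe, limma called 4 higher and 7 lower in Italia and 0 in Autumn royal (15 higher and 3 lower at unadjusted p). Adjusted over this list alone the counts are 20 and 28 in Italia and 5 and 0 in Autumn royal. The difference of counts is not a test of different response, and the interaction called none of them. The paper named these genes for their change on these arrays.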

**Figure 5:**
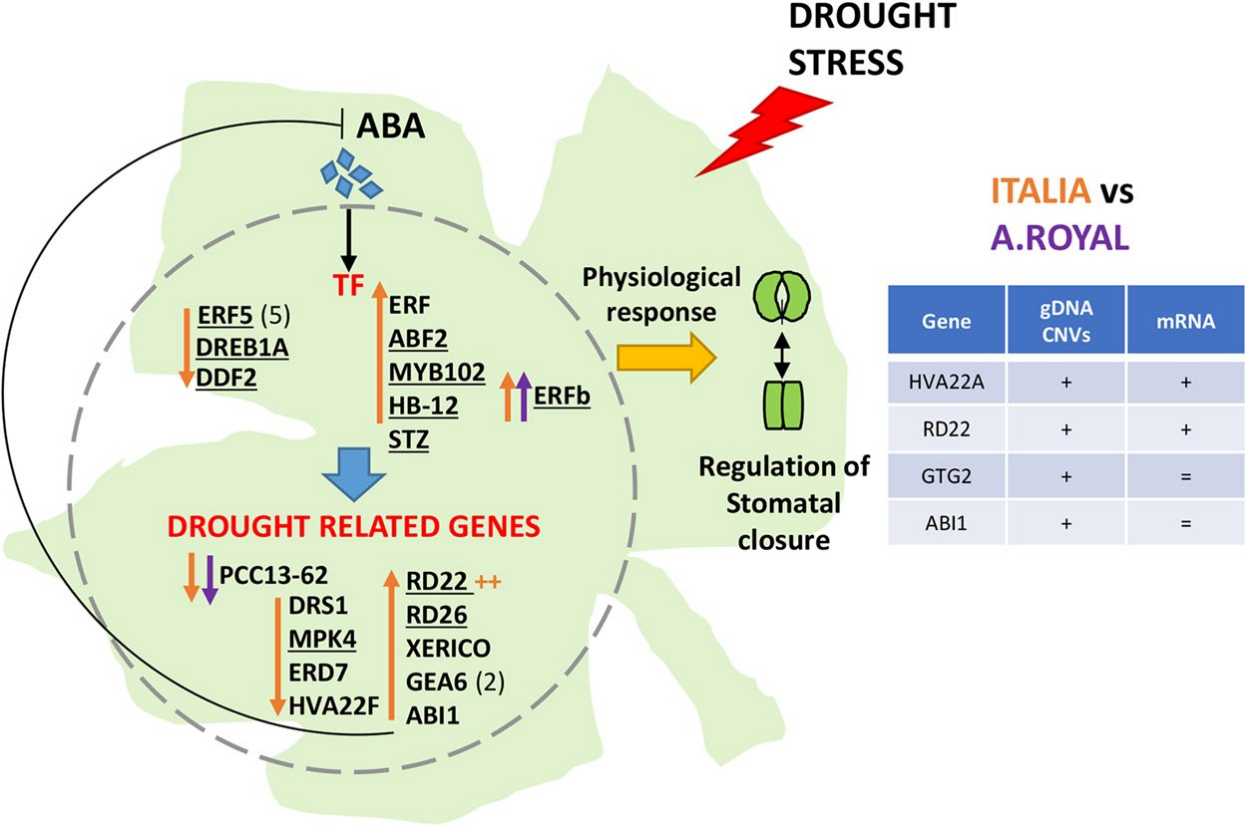
ABA-mediated response to drought stress in cvs. Italia vs Autumn royal. The ABA-responsive transcription factors (TF) belonging to AP2-EREB family: *ERF5* (VIT_16s0013g00980, VIT_16s0013g00990, VIT_16s0013g00950, VIT_16s0013g01060, VIT_16s0013g01050, VIT_16s0013g01030), *DREB1A* (VIT_16s0100g00380) and *DDF2* (VIT_02s0025g04460) are down-regulated under WD in *It*, whereas, ERF (VIT_09s0002g09120), *ABF2* (VIT_18s0001g10450), *MYB102* (VIT_19s0014g03820), the homeobox-leucin zipper protein *HB-12* (VIT_16s0098g01170) and the zing-finger protein *STZ* (VIT_03s0091g00690) are up-regulated. *ERFb* (VIT_09s0002g09140) is the only TF differentially expressed in both *AR* and *It* at WD. TF might regulate the expression of drought related genes, for instance, the down-regulation of desiccation protein *PCC13-62* (VIT_07s0005g00080), *DRS1* (VIT_11s0149g00190), *MPK4* (VIT_15s0046g02000), *ERD7* (VIT_03s0038g02290), *HVA22F* (VIT_12s0142g00440) and the up-regulation of *RD22* (VIT_04s0008g03930), *RD26* (VIT_19s0014g03290), *XERICO* (VIT_12s0057g01330), *GEA6* (VIT_13s0067g01240, VIT_13s0067g01250), *ABI1* (VIT_11s0016g03180). ABI1 proteins might act in a negative feedback regulatory loop of ABA^70^. The table compares copy number variation (CNVs) and mRNA expression of ABA-responsive genes. + indicates higher number of CNVs or mRNA expression in *It* compared to *AR*. The ABA-responsive genes *HVA22A* (VIT_03s0132g00070, VIT_03s0132g00080) and *RD22* showed higher CNs in *It* compared to *AR*, according to their higher expression in *It*, whereas *GTG2* (VIT_07s0005g06120) and *ABI1* showed higher CNs in *It* but did not resulted differentially expressed between cultivars. Genes whose promoters contain ABRE or ABRE-related motifs are underlined. In parentheses it is indicated the number of genes.

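Several drought genes of the ABA model lean as drawn without passing against FI. PCC13-62 (VIT_07s0005g00080, a desiccation protein) lies at -4.96 log2 in Italia (standard error 1.87, adjusted p = 0.17, n = 3 and 3) and -3.37 in Autumn royal (1.75, 0.59, n = 4 and 3). ERD7 (VIT_03s0038g02290, an early dehydration gene) lies at -2.12 (0.87, 0.21) and HVA22F (VIT_12s0142g00440) at -2.29 (0.64, 0.080) in Italia. The group 1 LEA genes GEA6 (VIT_13s0067g01240, 2.71, 0.77, 0.084; VIT_13s0067g01250, 2.58, 0.81, 0.11) lie higher, and against OI the first is at least 33.9-fold higher (0.0036) and the second rose by 4.56 (0.81, 0.0051). DDF2 (VIT_02s0025g04460, an AP2 factor whose probe matches 2 gene identifiers) lies at -1.12 (0.94, 0.60). LEA D-29 (VIT_05s0020g00840) lies at 3.22 (0.88, 0.076) and VIT_01s0010g01840, an ABA gene of the hormone table, at 1.49 (0.65, 0.23).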

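Several ABA-responsive genes are lower in Autumn royal than in Italia under WD. ABI1 (VIT_11s0016g03180) lies at -2.70 log2 (standard error 0.37, adjusted p = 6.3e-04, n = 4 and 3), RD22 (VIT_04s0008g03930) at -2.35 (0.65, 0.024), STZ (VIT_03s0091g00690, a zinc-finger repressor) at -2.50 (0.64, 0.016) and XERICO (VIT_12s0057g01330) at -2.36 (0.72, 0.034). HB-12 (VIT_16s0098g01170) lies at -3.21 (0.91, 0.026), MYB102 (VIT_19s0014g03820) at -1.84 (0.46, 0.015), LTI65 (VIT_16s0050g00120) at -2.65 (0.56, 0.0063) and GEA6 (VIT_13s0067g01250) at -2.64 (0.76, 0.028). Of the 97 named genes with a probe, limma called 12 higher and 21 lower in Autumn royal under WD, and 0 higher and 12 lower under FI. The paper named them for their change on these arrays.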

## Conclusion

In conclusion, our analysis confirmed that drought stress response is strictly genotype-dependent and we can infer that the observed responses are dependent on the specific adaptation of each cultivar to environmental conditions. The very limited reprogramming in *AR* suggests it is able to react more rapidly and efficiently than *It* limiting the energy dissipation, and thus confirming a better adaptability.

For the first time, by investigating genomic variants, we were able to identify candidate genes related to genotype-specific response to water deficit in grapevine. We highlighted that structural variants and TEs are some of the primary sources of genomic plasticity, strongly affecting genotype adaptation ability.

Our study represents a step toward the definition of a more rational and efficient use of water resource in viticulture for table grape production.

## Material and Methods

### Plant material, growth and climate conditions

We carried out the study in an experimental vineyard of the Agricultural Research Council, Research Centre for Viticulture and Enology in Turi (Apulia Region) in 2013. The vineyard was located in a trial site on a hilly area (in Turi, southern Italy, long. 40.57 °E, lat. 17.00 °N) at about 190 m a.s.l. Two *Vitis vinifera* L. cultivars, *AR* and *It*, grafted onto ‘140 Ru’ (*V. berlandieri* × *V*. *rupestris*) were used as plant material. Planting density of the vineyard, planted in 2004, was 1600 vines ha^−1^ (2.50 × 2.50 m). Vines were cane pruned (two canes every 12–15 buds per vine) with free-growing shoots (complete overhead canopy separated from fruit). Row orientation was North-South.

The climate is typical Mediterranean semi-arid, characterized by hot dry summers (although short periods of heavy rainfall may occur) and mild rainy winters. The data were collected during the year of the experiment as reported by^30^.

### Irrigation treatments

Two irrigation treatments, based upon a percentage of the net irrigation requirements [NIR = ET_c_ (crop evapotranspiration) – Effective rainfall] from fruit set till harvest, were applied: control full irrigation (FI) and water deficit irrigation (WD) at 100 and 60% of NIR, respectively. For the *It* cultivar an additional point of over-irrigation (OI) was tested, corresponding to an increment of 50% of water supply with respect to FI. ETc was estimated using varying crop coefficients (k_c_) (ET_c_ = ET_o_ × k_c_) based on those proposed by FAO and adjusted for the Mediterranean area and ET_o_ values. ET_o_ was calculated weekly from the mean values of the preceding seven years (2002–2008) using the daily climate data collected in the meteorological station described in the Supplementary note. The applied k_c_ values were 0.35 in April, 0.45 in May, 0.5 in June, 0.75 in July to mid-August, and 0.60 in August to the end of September^61^. The ET_c_ calculated along the season was 270 mm. According to the typical practice adopted in the Apulian region, the vines were drip-irrigated by means of irrigation lines installed 180 cm above the soil surface with drippers spaced 70 cm apart and set to supply water at a constant pressure with two 8 L h^−1^ drippers vine^−1^. Except for the irrigation treatments, all the other standard cultural practices in the vineyard were applied equally to all vines.

### Vine water status and leaf gas exchange

During the steady period of the water potential diurnal curve (generally between 12.30 and 13.30 h), the midday leaf water potential (Ψ_leaf_) was measured seven times during the irrigation period. Measures were made one day before the irrigation application (lowest water availability) and at the mid-cycle, 2–3 days after irrigation (greatest water availability). Two mature exposed leaves per vine (opposite to the cluster, in the middle shoot of the fruit cane) were selected from the canopy, enclosed in plastic bags, and quickly sealed; then, the petioles were cut within 1–2 s and their Ψ_leaf_ was measured immediately in the field by a model 600 pressure chamber instrument (PMS Instrument Company, Albany, USA). The time between leaf excision and chamber pressurization was generally <10–15 s^62^. Gas exchange (leaf photosynthesis rate, stomatal conductance to water vapor, and transpiration rate) was measured on healthy, fully expanded mature leaves exposed to the sun (one leaf on each of 5 vines per treatment), from main shoots located on the exterior canopy (see more details in Supplementary note).

### Fruit quality analyses

Four 7-bunch samples of *AR* and *It* for each treatment, respectively, were randomly harvested at commercial maturity (September 8, 2013) according to a sugar-acid ratio >25. Twenty berries from each bunch were collected, weighed, and their firmness was measured using a deformation tester (Digital Fruit Firmness Tester, Forlì, Italy). Finally, juice was extracted from each sample and used to measure pH, total soluble solids (TSS) as °Brix, and titratable acidity as described in detail in Supplementary note.

Moreover, in the case of *AR* samples, the anthocyanins profile was also determined. Anthocyanins extraction procedure was adapted from the method previously reported^63^ as described in the Supplementary note.

A HPLC-DAD-QqQ (Agilent Technologies, Palo Alto, USA), was adopted for quantitation of tri-hydroxylated anthocyanins, and cyanidin-3-O-glucoside, for quantitation of di-hydroxylated anthocyanins using delphinidin-3-O-glucoside as external calibrations. The detected anthocyanins were summed up and expressed as anthocyanins-3O-glucosides (Ant-glc), anthocyanins-3O-acetyl-glucosides (Ant-ac-glc), anthocyanins-3O-coumaryl-glucosides (Ant-cou-glc), and tri-hydroxylated and di-hydroxylated anthocyanins (Ant-3OH and Ant-2OH) in mg/kg of fresh berries weight (FW).

Three individual vine replicates were assigned to each experimental treatment using a randomized block design. Differences in the quality parameters between the irrigation treatments (FI vs WD) of the two cultivars were tested through pairwaise Student’s t-tests by using STATISTICA 8.0 (StatSoft Inc., Tulxa, OK) package and the statistical tools available in excel.

### Microarray analyses and validation of expression data

Total RNA was extracted from 0.1 g of shoot apex collected at 10% veraison with Total RNA Isolation Mini Kit (Agilent Technologies). RNA integrity was assessed by automated gel electrophoresis on 2100 Bioanalyzer (Agilent Technologies, Amstelveen, Netherlands). cDNA synthesis, labelling and hybridization were performed according to the manufacturer’s instructions (version 6.9.1, Agilent Technologies). Hybridization was carried out on an Agilent custom array. Starting from the assembled *V. vinifera* L. genome sequence (http://www.genoscope.cns.fr/externe/GenomeBrowser/Vitis/), we downloaded annotated transcripts sequences, and using the online tool eArray provided by Agilent Technologies S.p.A., we designed a custom array containing 44 K probes, corresponding to about 26k annotated genes plus EST and transcripts reported in literature as candidate genes for important traits and QTLs available at NCBI databases (www.ncbi.nlm.nih.gov/gene/). The array images were analysed using Agilent Feature Extraction software version 12.0 (Agilent Technologies, Santa Clara, CA).

A selection of seven DEGs was further validated by real time assays. cDNA was prepared as reported in the Supplementary note. Three biological replicates (different plants) were analysed for each sample. All reactions were performed in triplicate. Relative amounts of all mRNAs were calculated using the 2^−ΔΔCt^ method^64^, where ΔCt = Ct(target gene) − Ct(reference gene). The housekeeping gene actin was used as an endogenous reference for normalization.

### Analysis of transcriptomic data

Microarray expression data were processed and analysed using the R package limma (R version 3.1.2, limma version 3.23.2)^65^. Transcripts showing a fold change ≥2 with *p* < 0.05 were considered as differentially expressed. Hierarchical clustering on both entities and conditions was performed using Euclidean distance metric and Ward’s linkage rule.

Overviews of metabolic and regulatory pathways were obtained using MapMan software v3.6.0.

Gene networking analyses were performed using Cytoscape platform v3.4.0^66^ and ClueGo plug-in v2.3.3^67^. The analysis was performed using *Vitis vinifera* as reference. Enrichment/depletion of terms and groups was performed by two-sided hypergeometric test, corrected with Bonferroni step down method. Kappa Score Threshold of 0.4 was applied. Only significant (*p* < 0.005 or *p* < 0.001) pathways belonging to the gene ontology (GO) biological process and Kegg ontologies were considered. GO terms from level 3 to level 8 of GO hierarchy were selected. Kappa Score grouping was applied. Data were visualized as clusters distribution networks. V1 version (http://genomes.cribi.unipd.it/grape/) was used for the annotation of *Vitis vinifera* genes as the most diffused in public databases.

In order to have a comprehensive view on the DEGs belonging to specific pathways of interest, an integrated approach based on multiple annotation methods was used to identify significant genes belonging to target pathways: response to hormone and oxygen-containing compounds, osmotic stress, nitrogen metabolism and photosynthesis. In particular, GO based annotation of Cytoscape was enriched using both *Vitis vinifera* and *Arabidopsis thaliana* as references. In addition, the annotation of MapMan based on GO and enzymatic code (EC) was also included.

The *Vitis vinifera* section of the PlnTFDB - Plant Transcription Factor database^68^ was queried for the correct annotation of the transcription factors differentially expressed in our experiments. Their assignment to specific families was performed after conversion to GSVIVP annotation codes.

### Mining of genomics data

Copy number and single nucleotide variations between *AR* and *It* cultivars were retrieved from data produced by Cardone and co-authors^19^ (76-bp paired-end libraries sequenced using the Illumina GAIIx platform) (Sequence Read Archive, ID: SRP009057).

To calculate and compare the copy number of each region of the grape genome between the two studied cultivars, NGS reads were aligned to the reference using the mrFAST aligner (Alkan *et al*., 2009). The absolute CN of non-overlapping windows of 1 Kbp unmasked sequence (KbUS) was then calculated by using mrCaNaVaR version 0.31. Duplicated and deleted segments were predicted based on 5 KbUS sliding windows^69^: regions with at least five consecutive windows having a CN > 2.5 were identified as segmental duplications, while regions with low read-depth of coverage (CN 1.5 and below) were identified as deletions. Large CNVRs were identified as regions > 10 kbp showing gain or loss using a threshold of L2R > 0.25 for amplifications and L2R < 0.25 for deletions. Here, all CN differences between *AR* and *It* were selected as significant if showing a variation of at least 0.5 copies.

The SNV analysis was performed starting from the data collected in the Supporting Information published by^19^ (SnpEff output). After removing the low-quality calls, we searched for SNVs present in both AR and It when compared to pinot noir reference genome^19^ and showing a different genotype. The genotype is defined as 0/0 for homozygous reference, 0/1 or 1/0 for heterozygous, 1/1 for homozygous alternative.

## Supplementary information

Supplementary Information

Dataset 1

Dataset 2

Dataset 3

Dataset 4

Dataset 5

Dataset 6

Dataset 7

Dataset 8

## Data Availability

All the data produced and described in this manuscript are fully available as Supplementary Datasets. The associated plant material and protocols are fully available in the section Materials and Methods and in the Supplementary note. The gene expression data have been submitted to GEO. The sequencing data used for the genomic analysis are available at SRA under the ID: SRP009057.

# Supplementary material for: Transcriptomic and genomic structural variation analyses on grape cultivars reveal new insights into the genotype-dependent responses to water stress
**Source:** Sci Rep. 2019 Feb 26;9:2809. doi: 10.1038/s41598-019-39010-x
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

Transcriptomic and genomic structural variation analyses on grape cultivars reveal new insights into the genotype-dependent responses to water stress

Catacchio C.R.^{2,4}, Alagna F.^{1,3,4}, Perniola R.¹, Bergamini C.¹, Rotunno, S.¹, Calabrese F.M.², Crupi P.¹, Antonacci D.¹, Ventura M.^{2*} & Cardone M.F.^{1*}

¹Consiglio per la ricerca in agricoltura e l'analisi dell'economia agraria (CREA), Centro di ricerca Viticoltura ed Enologia, Turi (BA), Italy

⁴These authors contributed equally to the article

CONTENTS

Supplementary Dataset Legends

Supplementary note:

- 1. Additional methods and results**
  - 1.1 Leaf gas exchange and fruit quality***
  - 1.2 Anthocyanins analyses***
  - 1.3 Effects of over-irrigation on gene expression***
  - 1.4 Real time analyses***
  - 1.5 MapMan analysis***
  - 1.6 Phytohormone regulation under WD***

Supplementary Dataset Legends

Supplementary Dataset 1. Genes up- or down-regulated at water deficit (WD) condition compared to full-irrigation (FI) in Italia and Autumn royal cultivars.

Supplementary Dataset 2. Genes up- or down-regulated in Autumn royal compared to Italia.

Supplementary Dataset 3. Genes up- or down-regulated at water deficit (WD) condition, compared to over-irrigation (OI) in Italia.

Supplementary Dataset 4. Differentially expressed genes belonging to significant pathways.

Supplementary Dataset 5. Copy number differences between Autumn royal and Italia.

Supplementary Dataset 6. Genes showing copy number differences and/or single nucleotide variants and selected for being involved in relevant functional pathways.

Supplementary Dataset 7. SNVs between Autumn royal and Italia causing gain or loss of function.

Supplementary Dataset 8. Differentially expressed genes between Autumn royal and Italia showing copy number differences and/or SNVs causing gain or loss of function.

Supplementary Note

1. Additional methods and results

1.1 Leaf gas exchange and fruit quality

Gas exchange was measured between 09:00 and 11:00 on selected clear days. Measurements were made on healthy, fully expanded mature leaves exposed to the sun (one leaf on each of 5 vines per treatment), from main shoots located on the exterior canopy.

The leaf photosynthesis rate (A), stomatal conductance to water vapour (g_s), and transpiration rate (E) were measured with a portable LI-6400 photosynthesis measurement system (LI-COR XT, Lincoln, NE) equipped with a broadleaf chamber. During measurements, leaf chamber temperature was maintained between 30 and 32 °C, leaf to air vapour pressure deficit (VPD) at 2.0 ± 0.5 kPa, and relative humidity from 40 to 50%. Molar air flow rate inside the leaf chamber was $400 \mu\text{mol mol}^{-1}$. All measurements were taken at a reference CO_2 concentration similar to ambient ($400 \mu\text{mol mol}^{-1}$) and at a saturating photosynthetic photon flux of $1500 \mu\text{mol m}^{-2} \text{s}^{-1}$, by using a red/blue light source attached to the leaf chamber (Supplementary Table S1).

Supplementary Table S1. Leaf gas exchange and water use efficiency

Sample ^a	Photosynthesis rate<br>A ($\mu\text{mol m}^{-2}\text{s}^{-1}$)	Stomatic conductance<br>g_s ($\text{mol m}^{-2}\text{s}^{-1}$)	Transpiration rate<br>E ($\text{mmol m}^{-2}\text{s}^{-1}$)	Intrinsic water use efficiency<br>A/g_s ($\mu\text{mol mol}^{-1}$)	Instantaneous water use efficiency<br>A/E ($\mu\text{mol mmol}^{-1}$)
<i>It</i> OI	11.06±2.28	0.21±0.04	5.57±0.89	54.28±15.94	2.03±0.50
<i>It</i> FI	9.54±2.65	0.19±0.07	5.47±1.62	56.92±23.14	1.89±0.71
<i>It</i> WD	9.47±2.85	0.15±0.05	4.53±1.45	67.16±19.44	2.22±0.64
<i>AR</i> FI	8.10±1.38	0.12±0.02	3.50±0.47**	69.22±8.56	2.33±0.41
<i>AR</i> WD	7.96±4.57	0.09±0.05	3.16±1.68*	89.7±23.28	2.58±0.70

^aParameters measured on Italia (*It*) and Autumn royal (*AR*) plants subjected to different irrigation conditions: over-irrigation (OI), full irrigation (FI), water deficit (WD). Measurements were collected 2-3 days after differential irrigation, corresponding to the first significant variation of Ψ_{leaf} . Data are means $\pm$ SD. Statistically significant differences between varieties at the same condition were assessed by *t* test (** $p < 0.01$, * $p < 0.05$).

The juice was centrifuged for 5 min at 4000 g and the supernatant was retained. The pH of undiluted juice of each sample was determined using an equilibrated pH meter (CRISON BASIC 20, Barcelona, Spain). Total soluble solids (TSS) was measured as °Brix using a portable refractometer (Atago PR32, Norfolk, Virginia, USA). Titratable acidity was determined in the juice by titration

with 0.1 N of NaOH (J.T. Baker, Deventer, Holland) to a pH 7 end point with bromothymol blue as indicator and was expressed as gram of tartaric acid L⁻¹ (Supplementary Table S2).

Supplementary Table S2. Effects of water deficit on grape production and quality parameters in *It* and *AR*

Condition ^a	N. of bunches	Bunch weight (g)	Vine production (Kg)	Berry fresh weight
<i>It</i> OI	37.10±6.89	826.25±130.39	30.65±0.90	10.01±1.61
<i>It</i> FI	33.40±5.76	857.83±127.68	28.65±0.74	10.37±2.02
<i>It</i> WD	27.30±4.99**	811.75±168.12**	22.16±0.84	9.99±2.49
<i>AR</i> FI	12.60±8.91	2555.20±181.01	32.20±1.61	8.63±0.27
<i>AR</i> WD	13.40±6.80	1485.74±648.80**	19.91±4.41**	5.01±0.20
Condition	TSS (°Brix) ^b	pH	TTA (g/L) ^c	TSS/TTA
<i>It</i> OI	16.00±0.28	3.47±0.04	5.96±0.21	26.86±1.43
<i>It</i> FI	17.00±0.00	3.49±0.01	5.53±0.29	30.78±1.62
<i>It</i> WD	16.10±0.14	3.49±0.06	4.35±0.11	37.02±0.58
<i>AR</i> FI	15.20±0.40	3.35±0.22	3.93±0.04	38.65±1.41
<i>AR</i> WD	14.03±0.85	2.92±0.28	3.72±0.06	37.74±1.68

^aParameters measured on Italia (*It*) and Autumn royal (*AR*) plants subjected to different irrigation conditions: over-irrigation (OI), full irrigation (FI), water deficit (WD); ^bSST: Total Soluble Solids; ^cTTA: Total Titratable Acidity. Data are means ± SD. Statistically significant differences comparing OI or WD to FI condition were assessed by *t* test (**p<0.01).

1.2 Anthocyanins analyses

The skins, manually separated from pulp of frozen 10-berries samples of *AR* (three replicates for each treatment), were rinsed under water to completely separate them from the pulp and dissolve the residual sugar. After that, they were dried with filter paper, weighted, and extracted with 25 mL of 70% methanol containing 1% formic acid in an ultrasonic bath of 130 W and 40 kHz (SONICA 2200 EP, SOLTEC, Milano, Italy); the mixtures, placed in test tubes (50 mL) with screw caps, were sonicated 20 min at room temperature. Subsequently, they were kept in the dark for three days; finally, the extracts were centrifuged at 4000 g for 3 min in an EPPENDORF centrifuge 5810R (Hamburg - Germany), filtered through a 0.45 µm syringe cellulose filter, and analysed by HPLC-DAD-MS/MS.

A HPLC 1100 system, hyphenated with a diode array detector (DAD) and a triple quadrupole QqQ mass detector (Agilent Technologies, Palo Alto, USA), was adopted in this work. 1 µL of extracts were injected onto a Kinetex Evo C18, 5 µm (150 x 2.1 mm i.d.), equipped with a pre-column Security Guard ULTRA cartridge EVO C18 (Phenomenex, Torrance, CA, USA), and analysed following a gradient system with water/formic acid (99:1, v/v) (solvent A) and acetonitrile (solvent B): 0.8 min, 95% A-5%B; 2.12 min, 90% A-10% B; 5.6 min, 88% A-12% B; 8 min, 81% A-19% B; 13.2 min 81% A-19%B; 15.2 min 5% A-95% B; 16.8 min 5% A-95% B; 17.2 min 95% A-5% B. Stop time and post time were set to 17.2 min and 2 min, respectively. The column was kept at 60 °C and the flow was maintained at 0.8 mL min⁻¹. Diode array detection was between 250 and 650 nm,

and absorbance was recorded at 520 nm. Positive electrospray (ESI) mode was used for ionization of molecules with capillary voltage at 4000 V. Nitrogen was used both as drying gas at a flow rate of 12 L min⁻¹ and as nebulizing gas at a pressure of 60 psi. Temperature of drying gas was 350 °C. In the full-scan (MS) and product ion (MS/MS) modes, produced by nitrogen collision of ionized compounds in the chosen range at a scan time of 500 ms cycle⁻¹, the monitored mass range was from *m/z* 100 to 1200. External calibrations were performed using delphinidin-3-O-glucoside, for quantitation of tri-hydroxylated anthocyanins, and cyanidin-3-O-glucoside, for quantitation of di-hydroxylated anthocyanins. Linearity was checked for delphinidin-3-O-glucoside over the range 1-25 and 25-1000 µg/mL (triplicate injections at five levels, $R^2 = 0.9978$ and 0.9967 , respectively) and for cyanidin-3-O-glucoside over the range 0.2-5 and 5-100 µg/mL (triplicate injections at five levels, $R^2 = 0.9988$ and 0.9983 , respectively). Finally, the detected anthocyanins were summed up and reported as anthocyanins-3O-glucosides (Ant-glc), anthocyanins-3O-acetyl-glucosides (Ant-ac-glc), anthocyanins-3O-coumaryl-glucosides (Ant-cou-glc), and tri-hydroxylated and di-hydroxylated anthocyanins (Ant-3OH and Ant-2OH) in mg/kg of fresh berries weight (FW).

1.3 Effects of over-irrigation on gene expression

Most of the differentially expressed genes (DEGs) between FI and WD are common to those modulated between OI and WD (see Fig. 2 of main text), indicating that under OI these genes follow the same expression trend (up- or down-regulation) of what observed at FI when compared to WD.

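Most genes that passed against FI in Italia passed against OI too. BAG6, HSP70T-2 and XTH5 are among 358 of the 425 probes (84.2%) called in both comparisons. Of the higher probes 123 are shared, against 8.45 if the comparisons were independent, and of the lower 235 against 20.4. ACD11 (VIT_11s0052g00240), which fell against FI, lies at -1.55 log2 against OI (standard error 0.82, adjusted p = 0.22, n = 3 and 3).

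Both comparisons use the same WD arrays, so part of the sharing comes from those arrays. Simulation without any true effect gave a correlation of 0.50, against 0.80 seen, and a covariance of 0.17 against 0.70. The same sign held for 100% of these probes against 91.2% in simulation. Leaving out 1 array moved the share between 50.2% (without FI 3, which groups with the OI arrays) and 100%, and the choice of scaling between 73.5% and 84.2%.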

Gene networking analyses of the DEGs in the comparison OI-WD revealed a wide modulation of genes involved in primary and secondary metabolism (Supplementary Fig. S1). As observed for the FI-WD comparison, a general down-regulation at WD of genes involved in DNA replication, carbohydrate metabolism, cell wall organization coupled to a modulation (up- or down-) of pathways involved in the responses to stress (osmotic stress, heat, inorganic substances) have been revealed. In addition to what observed in the FI-WD comparison, genes belonging to numerous other pathways were down- or up-regulated. In particular, numerous genes involved in RNA metabolic processes were differentially expressed and a predominant down-regulation has been observed for genes involved in ncRNA metabolic process.

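Among the genes that fell in Italia under WD against OI are several of DNA replication. The helicase subunits MCM5 (VIT_11s0149g00130, -4.12 log2, standard error 0.69, adjusted p = 0.0045, n = 3 and 3) and MCM9 (VIT_02s0033g00190, at least 5.39-fold lower, 0.0038), PCNA2 (VIT_06s0004g05920, the replication clamp, -3.46, 0.66, 0.0063) and TOPII (VIT_13s0064g00560, topoisomerase, -4.53, 0.94, 0.0086) fell. So did the 40S ribosomal protein S17 (VIT_08s0007g02620, -2.18, 0.31, 0.0030) and NRT1:2 (VIT_17s0000g05640, -3.10, 0.40, 0.0026). HCHIB (VIT_03s0038g03400, chitinase, 5.70, 0.83, 0.0030) and HK3 (VIT_17s0000g04920, 4.16, 0.61, 0.0031) rose. The expansin-like EXLB1 (VIT_00s1455g00010, 5.75, 0.88, 0.0036) rose against the run of its group, and SUS3 (VIT_07s0005g00750, sucrose synthase) rose by 2.59 (0.49, 0.0061).

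limma called 14 of 21 heat-shock genes of the study's Italia list higher against OI and 0 lower. It called 5 cell wall genes higher and 23 lower, and 1 dividing-cell gene higher and 26 lower. The study chose these genes on the same WD arrays.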

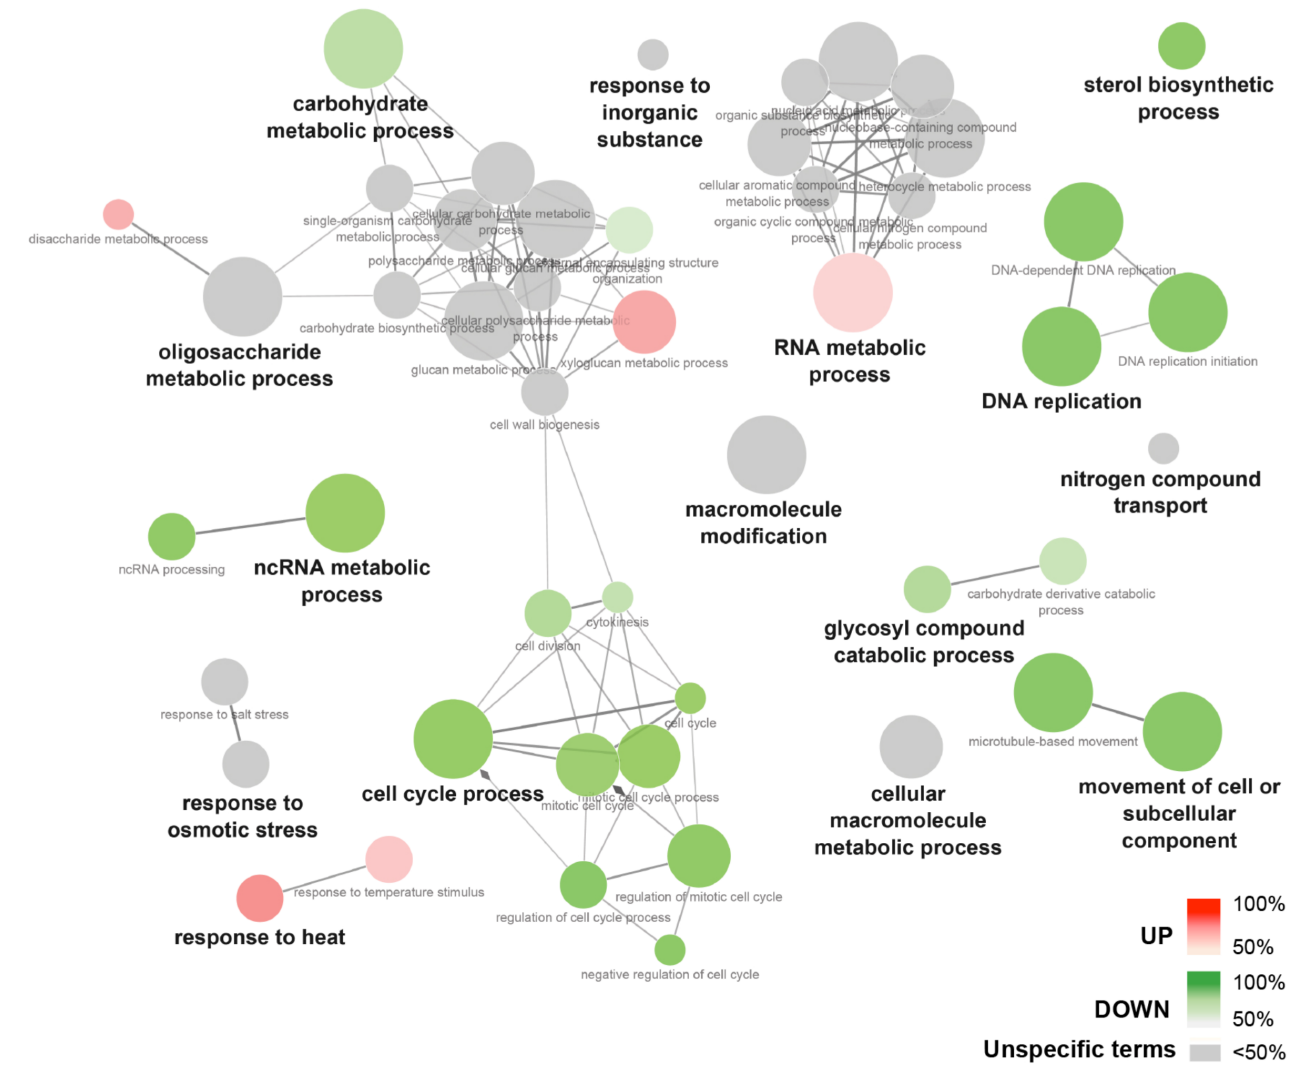

Supplementary Figure S1. Network of differentially expressed genes between over-irrigation and water deficit conditions. Data are visualized as clusters distribution network (Cytoscape, ClueGO App). Only significant ($p < 0.01$) terms belonging to GO biological process ontology were shown. The node size is proportional to the term significance. For Italia cultivar only terms containing at least ten genes were shown. Nodes with up- or down-regulated genes are shown in red or green, respectively. The color gradient shows the proportion of up- and down-regulated genes associated with the term. Equal proportions of both clusters are represented in gray.

1.4 Real time analyses

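ABI1, OSM34 and DHN have their widest range in Italia between OI and WD, with OSM34 (VIT_02s0025g04340) at -3.10 log2 in OI against FI (standard error 1.30, adjusted p = 0.56, n = 3 and 3) and ABI1 (VIT_11s0016g03180) at -1.35 (0.40, 0.56). The flavonoid genes BAN (VIT_00s0361g00040, 0.20, 0.88, 0.98) and F3H (VIT_04s0023g03370, 0.18, 0.78, 0.98) lie near 0 between OI and FI, and at -2.10 (0.88, 0.12) and -2.16 (0.78, 0.076) between WD and OI. The ethylene factor ERFb (VIT_09s0002g09140) lies at 1.82 between WD and OI (0.70, 0.093). ACD11 (VIT_11s0052g00240), which moves sphingolipids, lies at -2.04 in OI against FI (0.82, 0.56) and is 3.29 log2 higher in Autumn royal than in Italia under WD (0.77, 0.011, n = 4 and 3). None of the OI to FI values was called.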

In order to validate microarray data, we tested by real time analysis: three genes down-regulated under water deficit (*BAN*: VIT_00s0361g00040, *F3H*: VIT_04s0023g03370, *ABII*: VIT_11s0016g03180); three genes up-regulated under water deficit (*OSM-34*: VIT_02s0025g04340, *ERF*: VIT_09s0002g09140, *DHN*: VIT_04s0023g02480); one gene up-regulated in *It* in OI (*ACD11*: VIT_01s0011g03390) (Supplementary Table S3 and Supplementary Fig. S2).

Supplementary Table S3. Primers used for Real Time analyses.

Gene	V1 annotation	Primer Forward	Primer Reverse	Amplicon length
ACD11	VIT_11s0052g00240	AACCTGTTGTGGGAGGTGTC	GCGTCATGGTTGTCTTCCCT	113
F3H	VIT_04s0023g03370	TGGAGATCGGTGACACAGGA	CATGGCCTCAGACAACACCT	81
BAN	VIT_00s0361g00040	GCACCCATCGGAAAGAAGA	TGACAGCATAGCCCTTCTGC	98
OSM-34	VIT_02s0025g04340	GTGCCCAGATGCGTACAGTT	GAGGAGGGCTCACATACATGC	200
ABI1	VIT_11s0016g03180	CTTCCGGTTGCACTGTGGTA	AGTTTGAATCCATGGCCAGTGT	145
DHN	VIT_04s0023g02480	GGGGCAGCAACAGAAAGGAA	GACCACGTCCCCCTTCATTTC	90
ERF	VIT_09s0002g09140	TGAGCAGATGATTGAGGAGTTGC	GTATGATGTGGAGAGAAGGCACA	115

Total RNA was extracted from about 0.1g of leaf and tendril, collected at OI, FI and WD conditions, by using Agilent Plant RNA isolation mini kit (Agilent Technologies, Santa Clara, CA, USA) and additionally treated with DNase I amplification grade (Sigma-Aldrich, St. Louis, MO, USA). cDNA was synthesized from 1 µg of total RNA using SuperScript III reverse transcriptase (Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA) according to manufacturer's instructions. Oligo dT and RNaseOUT Recombinant RNase inhibitor (Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA) were used for the first-strand cDNA synthesis. Quantitative Real Time PCR was performed on a PCR Real time Light Cycler 96 (Roche, Basilea, Switzerland) according to manufacturer's protocol using Brilliant III Ultra-Fast SYBR Green qRT-PCR Master Mix (Agilent Technologies, Santa Clara, CA, USA) and gene specific primers (Supplementary Table S4). Primer efficiency was assessed by measuring a standard curve for each gene with six dilution points, each one replicated three times. Only primer pairs that produced the expected amplicon and showed similar PCR efficiency were selected for use. Three biological replicates (different plants) were analysed for each sample. All reactions were performed in triplicate. After each assay, a dissociation kinetics analysis was performed to verify the specificity of the amplification products. Relative amounts of all mRNAs were calculated using the $2^{-\Delta\Delta C_t}$ method (72), where $\Delta C_t = C_t(\text{target gene}) - C_t(\text{reference gene})$. The housekeeping gene actin was used as an endogenous reference for normalization.

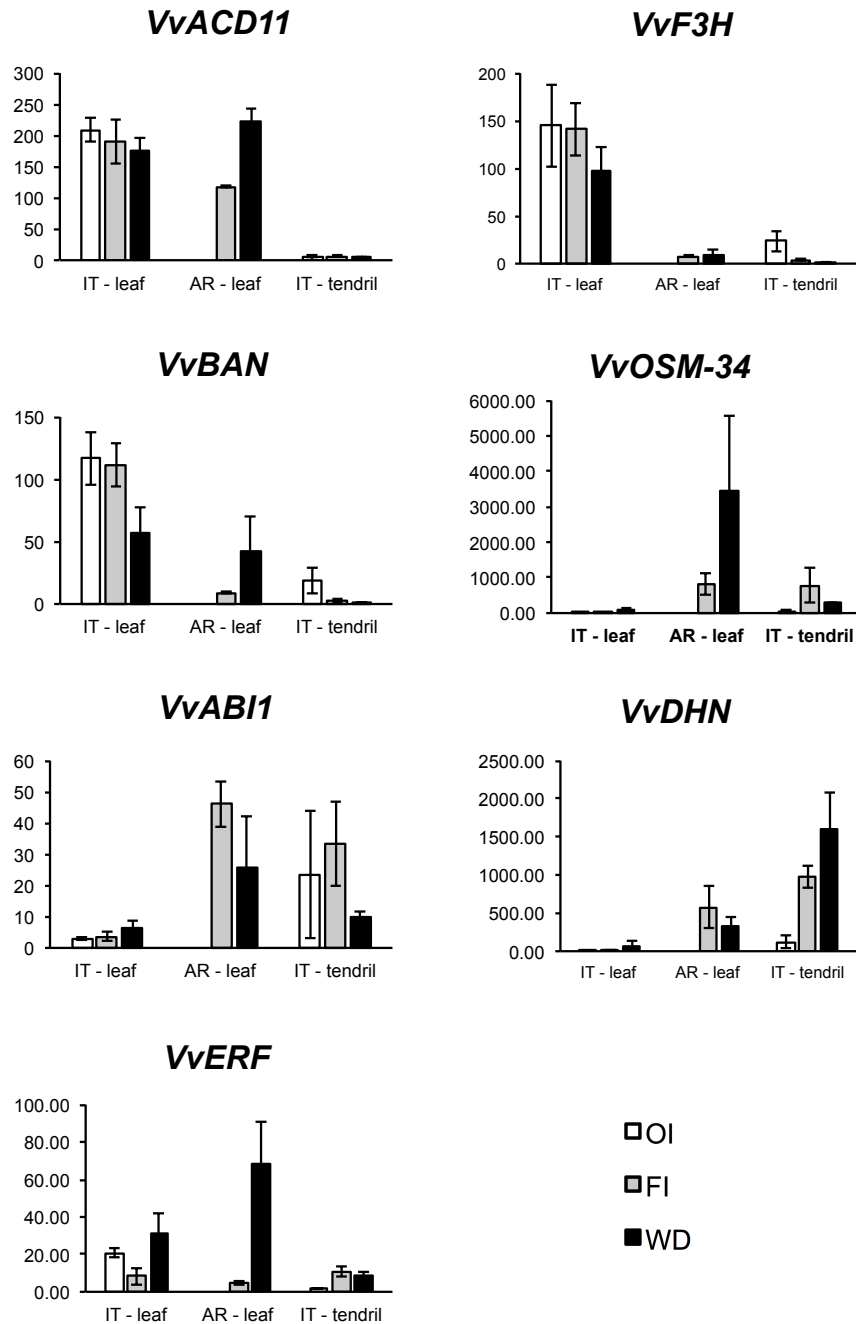

Supplementary Figure S2. Relative mRNA levels of genes putatively involved in the response of grapevine to water deficit stress in leaf and tendril under different water conditions: over-irrigation (white bars), full-irrigation (gray bars) and water deficit (black bars).

1.5 MapMan analysis

Microarrays expression data were properly rearranged customized as input files and mapped on phytozome v9.0 annotation dataset of *Vitis vinifera* downloaded from MapMan store (mapman.gabipd.org/mapmanstore). MapMan analysis provided an overview of the metabolic pathways and regulatory networks affected by water deficit in the two studied cultivars (Supplementary Fig. S3).

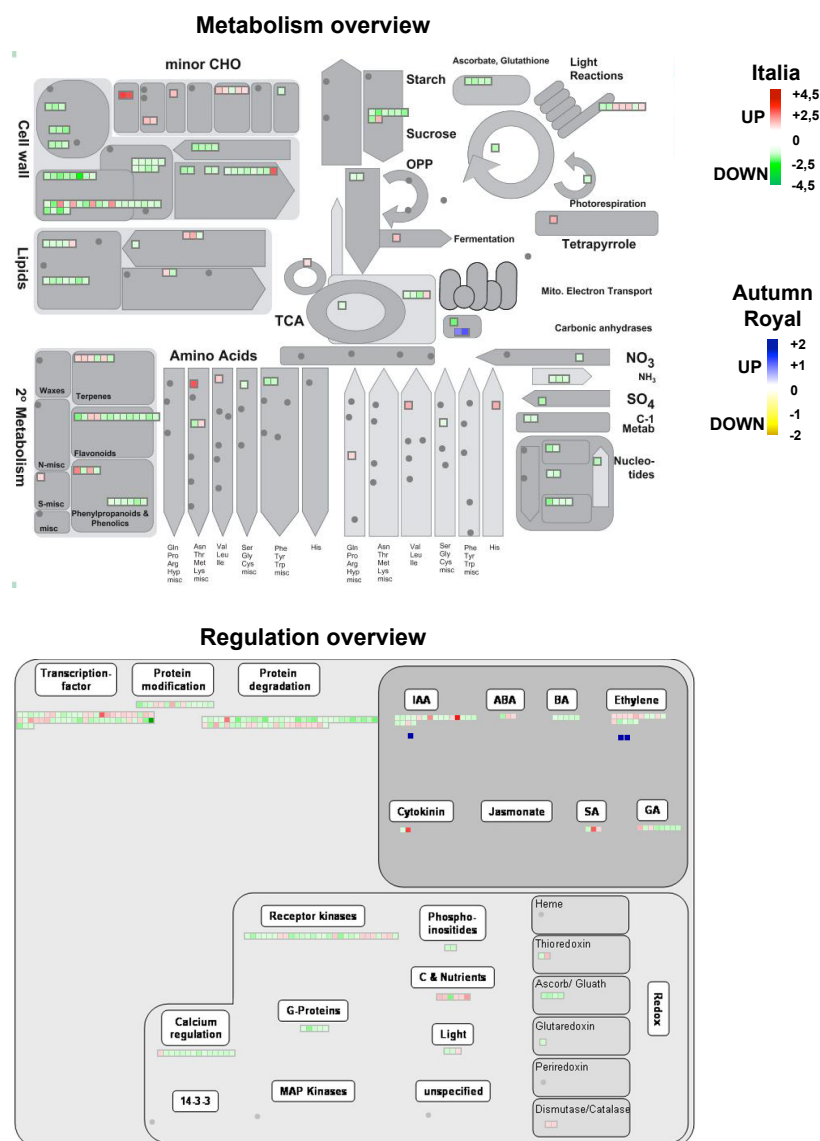

Supplementary Figure S3. MapMan metabolic and regulatory overview maps showing differences in the transcript levels of grapevine genes at water deficit (WD) compared to full irrigation (FI). Maps were constructed with MapMan software v3.6.0. Red and green squares represent, respectively,

genes up- or down-regulated at WD compared to FI in Italia cultivar, whereas, blue and yellow represent those up- or down-regulated, respectively, in Autumn royal.

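FNR2 (VIT_18s0001g14450, which reduces NADP) fell in Italia under WD by 1.98 log2 (standard error 0.41, adjusted p = 0.035, n = 3 and 3) and the H protein of glycine cleavage (VIT_01s0011g01990) by 1.71 (0.34, 0.031). The antenna protein LHCB3 (VIT_00s0181g00180) lies at -2.20 (0.67, 0.10) against FI and fell by 2.50 against OI (0.67, 0.024). In Autumn royal FNR2 stood at 0.27 (0.38, 0.76, n = 4 and 3), and it is 1.81 log2 higher there than in Italia under WD (0.38, 0.0066). limma called 0 higher and 2 lower of the 6 genes that the study placed in this group, 2 and 4 adjusted over the list alone, and in Autumn royal 0 (0 higher and 1 lower at unadjusted p). A list of 6 genes is described and not tested.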

The DEGs of *It* involved in the main pathways affecting photosynthesis (light reactions, calvin cycle and photorespiration) were grouped and visualized in the MapMan maps based of their specific functions (Supplementary Fig. S4). No DEGs affecting photosynthesis were identified in *AR*.

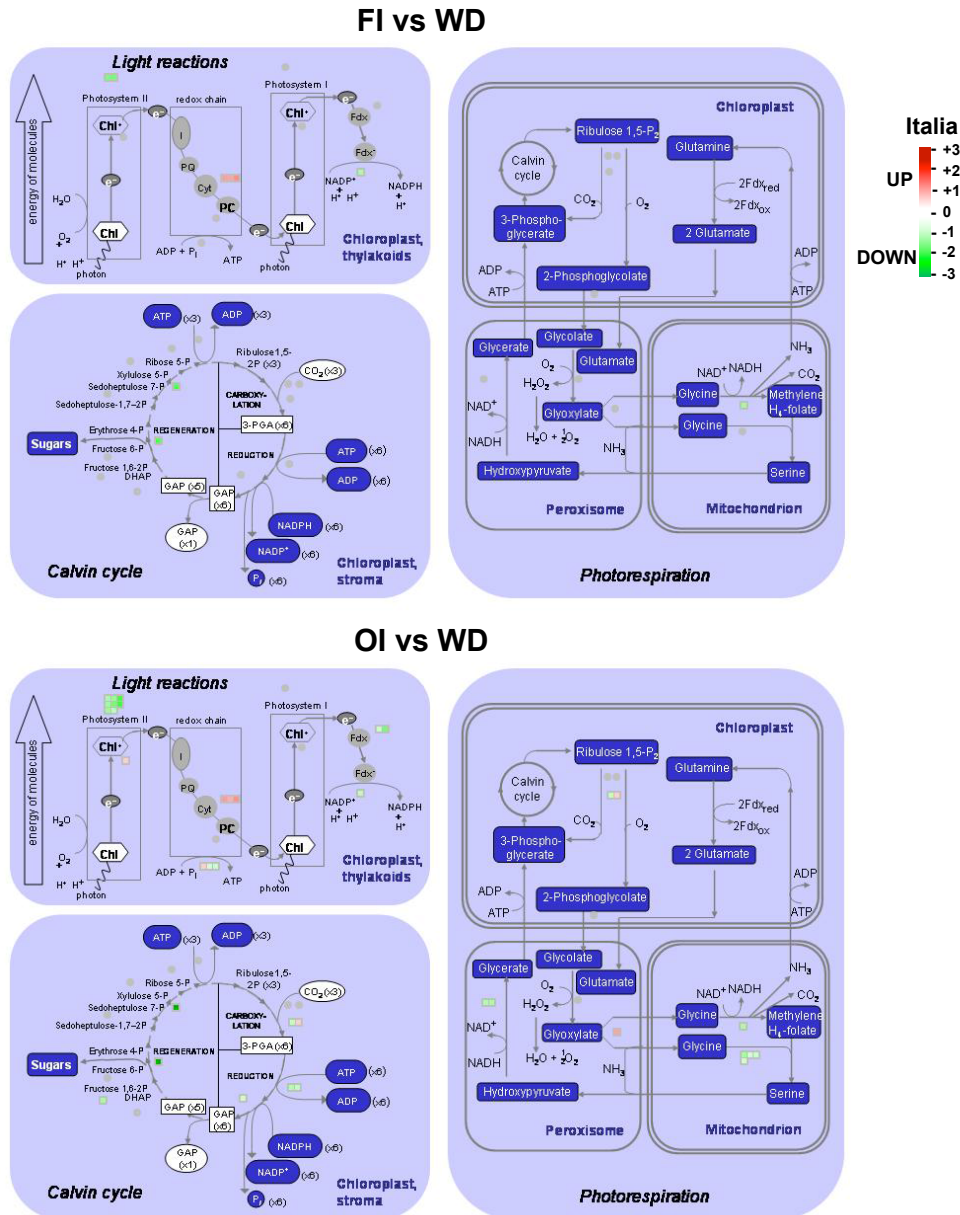

Supplementary Figure S4. MapMan visualization of photosynthesis showing differences in the transcript levels of grapevine genes at water deficit compared to full irrigation (above) or at water deficit compared to over-irrigation (below), in Italia cultivar. Maps were constructed with MapMan software v3.6.0. Red and green squares represent genes up- or down-regulated, respectively.

1.6 Phytohormone regulation under WD

According to the important role of phytohormones in the regulation of plant stress response we found DEGs involved in the perception, signalling and metabolism of the following phytohormones: abscisic acid (ABA), auxin (AUX), ethylene (ET), jasmonic acid (JA), gibberellin (GA), cytokinin (CK), salicylic acid (SA) and brassinosteroid (BR) (Supplementary Table S4). Considering the high number of ABA-responsive genes among the genes differentially expressed under WD and the pivotal role of this hormone in the modulation of drought response in plants, we searched for ABA response elements (ABRE) in the promoter region (1000 nt upstream the start codon) of hormone-responsive genes. 

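Across hormones other than ABA, most genes of the hormone table lean in Italia without passing. Auxin-induced SAUR-type genes of chromosomes 3 and 4 lie at -2.64 (VIT_03s0038g01160), -2.41 (VIT_03s0038g01120), -2.26 (VIT_03s0038g01100), -2.24 (VIT_04s0023g00540), -2.02 (VIT_03s0038g01220), -1.82 (VIT_04s0023g00520), -1.80 (VIT_03s0038g01180), -1.72 (VIT_03s0038g01080) and -1.46 log2 (VIT_03s0038g01260, whose probe matches 2 gene identifiers). The auxin factors ATAUX2-11 (VIT_07s0141g00270, -1.97), IAA19 (VIT_09s0002g05150, -1.69) and PAP2 (VIT_09s0002g04080, -1.38), the carrier PIN5 (VIT_04s0023g00320, -1.70) and VIT_18s0001g03610 (-1.96) lie lower, and AILP1 (VIT_05s0020g02770, 1.56), VIT_10s0597g00010 (1.60) and VIT_19s0014g03130 (2.95) higher. Ethylene-type oxygenases lie higher: DMR6 (VIT_16s0098g00860, 2.17), VIT_06s0004g06790 (1.70), VIT_08s0007g03040 (1.58), VIT_08s0007g03050 (1.48) and the flavonol synthase-like VIT_03s0017g00830 (1.59) and VIT_03s0017g00710 (1.51). Sterol genes of the brassinosteroid branch lie lower, namely DWF1 (VIT_01s0010g01200, -1.71), SMT1 (VIT_13s0064g00440, -1.71; VIT_15s0048g01430, -1.58) and CYP51G1 (VIT_01s0150g00210, -1.68).

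Jasmonate repressors JAZ8 lie at -1.84 (VIT_10s0003g03800), -1.67 (VIT_04s0008g00110) and -1.53 (VIT_10s0003g03790), and the cytokinin receptor WOL (VIT_01s0011g06190) at -1.48 log2. Gibberellin-regulated GASA4 genes (VIT_00s0189g00060, -2.10; VIT_00s0189g00070, -2.06; VIT_14s0108g00740, -1.87, and -2.20 on a dimmer probe) and VIT_17s0000g06210 (-1.81) lie lower. The gibberellin receptor GID1B (VIT_07s0104g00930, 2.01), STH2 (VIT_03s0038g00340, 1.92), the LEA gene VIT_03s0038g04390 (1.61), the MYB gene VIT_09s0002g03610 (1.43) and VIT_16s0050g00390 (2.23) lie higher. The gibberellin-regulated gene VIT_01s0026g00620 is at least 14.4-fold higher (adjusted p = 0.075). None of these genes was called against FI in limma, at n = 3 and 3. Standard errors run from 0.42 for DWF1 to 1.52 for VIT_03s0038g01160.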

As expected, we found ABRE-related motifs in most of the ABA-responsive genes and in numerous other hormone-responsive genes (Supplementary Table S4). Interestingly, differences between *AR* and *It* were identified. These results are in accordance to the genotypic-specific response to water deficit stress.

Supplementary Table S4. Hormone-responsive genes differentially expressed under water deficit

Hormone	N. of genes	Gene name	
		DOWN	UP
ABA	25	DRS1 (VIT_11s0149g00190),<br>HVA22F (VIT_12s0142g00440),<br>PCC13-62** (VIT_07s0005g00080),<br>**ERF5** (VIT_16s0013g00980,<br>VIT_16s0013g00990,<br>VIT_16s0013g00950,<br>VIT_16s0013g01060,<br>VIT_16s0013g01050,<br>VIT_16s0013g01030), **DREB1A**<br>(VIT_16s0100g00380), **DDF2**<br>(VIT_02s0025g04460), **MPK4**<br>(VIT_15s0046g02000), ERD7<br>(VIT_03s0038g02290)	ABI1 (VIT_11s0016g03180),<br>GEA6 (VIT_13s0067g01240,<br>**VIT_13s0067g01250**),<br>VIT_201s0010g01840,<br>**MYB102** (VIT_19s0014g03820),<br>XERICO (VIT_12s0057g01330),<br>**ERF** ** (VIT_09s0002g09140),<br>**HB-12** (VIT_16s0098g01170),<br>**STZ** (VIT_03s0091g00690),<br>**ABF2** (VIT_18s0001g10450),<br>**RD22** (VIT_04s0008g03930),<br>**RD26** (VIT_19s0014g03290)
		VIT_03s0038g01080,<br>VIT_03s0038g01100,<br>VIT_03s0038g01120,<br>VIT_03s0038g01160,<br>VIT_03s0038g01180,<br>VIT_03s0038g01220,<br>VIT_03s0038g01260,<br>**VIT_04s0023g00520** ,<br>**VIT_04s0023g00540** ,<br>**VIT_10s0116g01020** ,	VIT_10s0597g00010, **AILP1**<br>(VIT_05s0020g02770),<br>**VIT_19s0014g03130**

		VIT_18s0001g03610<br>ATAUX2-11 (VIT_07s0141g00270),<br>PAP2 (VIT_09s0002g04080), **IAA19**<br>(VIT_09s0002g05150,<br>**PIN5** (VIT_04s0023g00320)	
ET	9	ERF5 (VIT_16s0013g01070,<br>VIT_16s0013g00970)	**DMR6** (VIT_16s0098g00860),<br>**VIT_08s0007g03040** ,<br>VIT_06s0004g06790,<br>**VIT_08s0007g03050** ,<br>**VIT_03s0017g00830** ,<br>**VIT_03s0017g00710** , ERF<br>(VIT_09s0002g09120)
BR	5	CYP51G1 (VIT_01s0150g00210),<br>**DWF1** (VIT_01s0010g01200), HYD1<br>(VIT_06s0004g02100), SMT1<br>(**VIT_15s0048g01430** ,<br>VIT_13s0064g00440)	
JA	5	JAZ8 (VIT_04s0008g00110,<br>**VIT_10s0003g03790** ,<br>**VIT_10s0003g03800**), FNR2<br>(VIT_18s0001g14450), **JMT**<br>(VIT_04s0023g03810)	
CK	2	WOL (VIT_01s0011g06190)	HK3 (VIT_17s0000g04920)
SA	6	**CPK29** (VIT_18s0001g00990)	**PR1** * (VIT_03s0088g00810,<br>VIT_03s0088g00890), **PRB1** *<br>(VIT_03s0088g00690),<br>VIT_01s0011g05930,<br>VIT_01s0011g05940
GA	6	GASA4 (**VIT_14s0108g00740** ,<br>VIT_00s0189g00070,<br>VIT_00s0189g00060),<br>**VIT_17s0000g06210**	**GID1B** (VIT_07s0104g00930),<br>**VIT_01s0026g00620**
General<br>hormone<br>response	4		STH2 (VIT_03s0038g00340),<br>**VIT_03s0038g04390** ,<br>VIT_09s0002g03610,<br>VIT_16s0050g00390,

Genes involved in hormone perception, signalling and metabolism have been indicated. Down- and up-regulation is referred to *It* cultivar except for those differentially expressed exclusively in *AR* (*) and those differentially expressed in both *It* and *AR* (**). Genes whose promoters contain ABRE or ABRE-related motifs are indicated in bold. ABA: Absciscic acid; AUX: Auxin, ET: Ethylene; BR: Brassinosteroid; CK: Cytokinin; SA: Salicylic Acid; GA: Giberrellic acid.

How the deposited data were processed for this re-analysis (not part of the article)

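Gene expression in the shoot apex was read on 16 one-colour Agilent arrays, 1 vine sample per array: Italia under OI, FI and WD (n = 3 each) and Autumn royal under FI (n = 3) and WD (n = 4). The number of arrays per group limits the precision of every value. The arrays sat on 4 slides, which hold different sets of the 5 groups, so slide and group overlap in part. Conditions were taken from the sample labels of the deposited records and from the description of the treatments in the paper.

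For the scanner files the authors report intensity values made with Agilent Feature Extraction, and the file headers give version 10.7.1.1; each file holds a processed intensity per spot. The deposited series table holds log2 values that the authors made from these scans, with 187 positions without a value; their order within an array is that of the background-subtracted median intensity, and their medians are nearly equal across arrays. Each array has 45220 spots, of which 43803 are not controls, for 26688 probes.

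From the processed intensity, spots marked as outliers in the scans were left out, the mean of the replicate spots of a probe was taken after log2, and each array was set so that its percentile 75 is equal. Groups were compared in limma 3.58.1 (R 4.3.3, data.table 1.17.8), with 1 mean per group and moderated t tests over all 26688 probes. A probe was called at an adjusted p (Benjamini-Hochberg) under 0.05 and a fold of at least 2. There were 6 comparisons of groups and 1 of the WD response between cultivars. The paper gives a limit of p without saying whether it was adjusted. Where a gene is above background on no array of 1 group, its fold is printed as at least the size given.

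The arrays carry no gene names. Names, V1 gene identifiers and positions come from the supplementary tables published with the paper, which name 3360 of the probes, 3094 by 1 identifier and 70 by several; 349 probes are named by a RefSeq accession, of which 221 could be matched. The tables of genes that differ between cultivars under WD and of genes higher under WD than OI could be read only in part, so few such genes are named. Of the 132 genes that the paper names, 97 have a probe that can be named. The genes named in the text follow a rule: for each comparison the 8 largest rises and 8 largest falls among called probes with a name and without overlap of the groups, every gene that the paper names (whose values in the paper's tables had been seen), and up to 4 members of each gene list. A gene with several probes stands by the brightest.

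The 23 gene lists were fixed in advance, with the smallest tested list set at 10 genes and with tests planned only if most probes were described. Few are, so testing among all probes was not possible, and a list was set against the other genes of the study's Italia list; this background, and Fisher tests of direction, were chosen after seeing the data. camera was run with a preset correlation of 0.01 and with an estimated one, and fry as an alternative. Lists without a result elsewhere in the text follow, as genes higher and lower under WD in Italia. Tested lists: stilbene and flavonoid synthesis (5 and 10, camera adjusted p = 0.70) and xylem and secondary wall (1 and 13, camera adjusted p = 0.48). Described lists: dehydrins and LEA proteins (4 and 1), ABA receptors and signalling (2 and 1), aquaporins (0 and 2), sugar and starch metabolism (5 and 4), terpene synthases (3 and 1), jasmonate pathway (0 and 4), WRKY and NAC factors (5 and 1), ribosomal proteins (1 and 2), nitrogen metabolism (3 and 3), calcium signalling (0 and 7), green leaf photosynthesis (0 and 2), epidermis and cuticle (0 and 7) and meristem and organ identity (2 and 2).

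Whether replicate numbers pair vines across groups is not stated in the paper; a randomized block layout is. The deviations of equally numbered arrays from their group means were correlated as a check. In Autumn royal between WD and FI these correlations were 0.17, 0.47 and 0.49, each pair on the same slide, so results with the replicate block are given there. In Italia between WD and FI they were -0.34, 0.21 and -0.10.

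Shares of variance over the 13 arrays at FI and WD were tested with all 700 exchanges of labels within the other factor. Alternatives set beforehand were normexp (offset 50) with quantile scaling on the median spot signal (used because the files hold no mean signal), quantile scaling, the deposited log2 values, a limit to probes well above background, slide as a fixed or random block, the replicate block, a fit of the compared groups alone, unadjusted p, no fold minimum, and leaving out each array. The steps were tested on simulated data: a planted log2 change of 1, 2 or 3 was called for 7.46%, 58.2% and 77.3% of genes in Italia and 5.97%, 46.3% and 66.7% in Autumn royal, with 8 and 3 false calls. The plant physiology, sequencing and real time measurements of the paper were not analysed here. Its copy numbers were used as printed for the 54 of 152 listed genes that have a probe.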

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

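The tests of slide, of single arrays and of change size in this part were written before their results were seen, and the hold-outs over every choice of arrays, with the use of those without Italia FI 3 to weigh the slide, were chosen afterwards.

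A first pattern is the set of 425 probes called in Italia between WD and FI, such as HSP70T-2, BAG6 and XTH5. A difference between slides cannot be told apart as the cause: over these probes OI moved by 0.03 log2 and WD by 1.86 log2 (1.57%, with 2.63% between OI arrays), but they were chosen with FI 3 in the FI group, which lies on slide 4 and groups with the OI arrays, and this holds OI near FI. Probes chosen without FI 3 gave OI changes of 0.71 to 1.32 log2, 23.4% to 51.9% of the WD change in the choosing arrays, and for probes chosen on replicates 1 and 2 these were 1.39 and 2.89 log2, against 0.50 log2 in the held-out pair, both on slide 4. In the 6 choices that kept FI 3, OI changed by -0.36 to -0.04 log2. Within slide 4 the 425 probes differed by 1.59 log2 between 1 WD and 1 FI array, both of which had entered their choice. With slide as a fixed block in limma the 425 probes, chosen as before, keep 1.83 log2 and 100% of their signs, but none stays called (smallest adjusted p = 0.38), as the standard error grows from 0.37 to 0.55. An effect of the water supply stays open, a single array cannot be told apart as the source (without WD 2 the change keeps 89.2% of its size, and the WD arrays, at 1.41, 2.27 and 1.85 log2, vary by 23% of it), and of 10 ways to split these arrays, too few to exclude chance, 1 reaches the real count and the next gives 2.

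A second pattern is the small number of calls in Autumn royal. The low contrast of the Autumn royal WD 3 array as the cause is argued against, since 7 probes are called without it as with it. Whether a change as large as in Italia was missed cannot be told apart: probes chosen on Italia replicates 1 and 2 moved by 0.20 log2 in Autumn royal, 39.2% of the 0.50 log2 in held-out Italia replicate 3, with 0.17 log2 between Autumn royal arrays. On those probes OI moved by 1.39 log2 against 2.89 in the choosing arrays, so the choice in part reflects how FI 1 and FI 2 stand apart from OI. Over all 9 choices of held-out arrays, with 425 probes chosen each time instead of 361, Italia moved by 0.52 to 1.70 log2 and Autumn royal by 0.13 to 0.54. In the 6 choices with FI 1 or FI 2 held out the medians are 1.26 log2 in Italia and 0.27 in Autumn royal, and the closest choice gave 0.68 and 0.51. Chance as the source of the 7 calls cannot be excluded, as 4 of 35 splits reach 7 and the highest other gives 4521; that split gives 2129 against 0 real calls with quantile scaling, 0 against 8 with normexp and 0 against 25 with the deposited log2 values, so its size depends on the scaling.

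For the remaining comparisons, splits of the arrays give the following. Italia WD against OI: 1 of 10 splits reaches the real count and the highest other is 0, with too few splits to exclude chance. Italia OI against FI: 10 of 10 splits reach the real count of 0. Autumn royal against Italia under FI: 1 of 10, highest other 0, again too few. Autumn royal against Italia under WD: 2 of 35, highest other 4428 against 3946, so chance is not excluded on this scale; that split gives 2266 against 4325 real calls with quantile scaling, 100 against 1577 with normexp and 570 against 2552 with the deposited log2 values. The difference in WD response: 100 of 100 draws reach the real count of 0, and the highest gives 1397.

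Some single results stand apart, and 3 of them are an array far from the rest of the Autumn royal WD group, out of 15 measures of that group that were examined. On Autumn royal WD 1, 73.5% of probes were well above background, against 82.7% to 84.5% on the other arrays of its group. DHN (VIT_04s0023g02480) read 8.01 log2 on Autumn royal WD 3 against 4.09 to 4.35 on the others. The b-glucanase VIT_05s0077g01150 read 5.33 log2 on the same array against -1.74 to -1.44. The last is a signal outside the genes that the paper discusses: 208 probes called in Italia between WD and FI are outside its list, 91 higher and 117 lower, with 47 named, for example an ABC transporter (VIT_19s0085g00060, -3.94 log2, adjusted p = 0.013 in limma), TCP3 (VIT_10s0003g00870, -3.07, 0.032) and RAD54 (VIT_03s0063g00580, -2.82, 0.037); in the deposited log2 values 89 of the 208 are called and the largest change among them is 1.27 log2 in size, against 1.28 for the smallest listed by the study.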

How the results depend on the processing

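The list tests among the study's genes, Fisher tests and the choice by largest folds in this part were chosen after the results were seen.

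Among the named genes no change turned its direction while passing the test under any alternative, and most kept their call or its absence: in Italia between WD and FI 2234 of 2826 values, in Autumn royal 2937 of 3000, between WD and OI 2700 of 3000, between OI and FI 1519 of 1557, and between cultivars 2783 of 3128 under FI and 2778 of 3185 under WD. The counts of calls moved far more. For all values that follow, the cause was not tested.

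With normexp and quantile scaling the calls were 2187 for Italia WD against OI, 502 between cultivars under FI, 1577 between cultivars under WD and 12 for the difference in WD response; 76.5% of Italia WD calls were shared with OI, 77.7% of cultivar calls under WD were absent under FI, and 1 list was found between cultivars under WD. Quantile scaling gave 0 calls in Autumn royal and 2 for the difference in response. Probes well above background alone gave 735 in Italia, 30 in Autumn royal, 2 in both and 80% absent under FI. The deposited log2 values gave 25 in Autumn royal, 2552 between cultivars under WD, 7 for the difference in response, 1 in both cultivars, 73.5% shared with OI, 78.3% absent under FI and 1 list between cultivars.

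Slide as a fixed block gave 0 in Italia, where the 425 probes keep a median of 1.83 log2 against 1.86 with a standard error of 0.55 against 0.37 (smallest adjusted p = 0.38 in limma), 0 in Autumn royal, 331 between cultivars under FI, 502 under WD, 70.9% absent under FI and 2 lists in Italia. Slide as a random block gave 861 in Italia, 0 in Autumn royal and 71.4% shared with OI. The replicate block gave 0 in Italia, with a median of 1.86 log2, a standard error of 0.38 and a smallest adjusted p = 0.051 in limma, and 0 in Autumn royal. A fit of the compared groups alone gave 1 in Italia, 0 in Autumn royal, 50 between OI and FI and 296 between cultivars under WD. Unadjusted p gave 2655 in Italia, 1238 in Autumn royal, 1215 between OI and FI, 2674 and 6245 between cultivars under FI and WD, 1440 for the difference in response, 304 in both cultivars, 76.6% shared with OI and 71.4% absent under FI. No fold minimum gave 90.6% shared with OI and 86.1% absent under FI. With slide means taken out cultivar held 11.9% of variance and irrigation 16.1%, the reverse of the order before.

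For lists in Italia, an estimated correlation found 0, fry 8 and Fisher tests 3; in Autumn royal an estimated correlation found 0 and fry 0; between cultivars under WD an estimated correlation found 0. The largest folds of the deposited log2 values gave 1042 in Italia and 30 in Autumn royal.

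Leaving out 1 array gave, lowest to highest: Italia WD against FI 0 to 970, Autumn royal 0 to 178, Italia WD against OI 1601 to 3816, OI against FI 0 to 352, cultivars under FI 300 to 965, cultivars under WD 2701 to 6654, the difference in response 0 to 155, both cultivars 0 to 12, share with OI 50.2% to 100%, share absent under FI 76% to 92.5%, same direction in copy number 59.3% to 63%, cultivar share of variance 26.1% to 35.8%, and lists found 1 to 2 in Italia, 0 to 3 in Autumn royal and 2 to 3 between cultivars.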

Differences from the paper's values

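The choice by largest folds named in this part was chosen after the values were seen; the other alternatives were set before the data were examined.

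The paper's counts rest on a fold limit of 2 and a p limit of 0.05 without a word on adjustment, and those here on a fold of 2 and an adjusted p in limma. For Italia between FI and WD the paper gives 1037 genes, and 425 probes were called here. Of the 16 settings, the limit to probes well above background (735), slide as a random block (861) and leaving out Italia WD 1 (970) fall within its range, and the others do not. The paper gives 316 up-regulated genes against 150 here; the limit to probes well above background (269), the deposited log2 values (218), slide as a random block (325) and leaving out WD 1 (242) fall within, and the others do not. The paper gives 721 down-regulated genes against 275 here; slide as a random block (536) and leaving out WD 1 (728) fall within, and the others do not. Taking the largest folds of the deposited log2 values, chosen after seeing the values, gives 1042 and drops 2 of the paper's genes.

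For Autumn royal the paper gives 29 genes against 7 here; the limit to probes well above background (30) and the deposited log2 values (25) fall within, and the others do not. The paper gives 21 up-regulated genes against 7 here; probes well above background (29) and the deposited log2 values (23) fall within, and the others do not. The paper gives 8 down-regulated genes against 0 here, and no setting fixed beforehand falls within. The largest folds of the deposited log2 values, chosen after seeing the values, give 22 higher and 8 lower and drop 0 of the paper's genes. For both cultivars together the paper gives 20 shared genes against 0 here, and no setting fixed beforehand falls within.

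Of 87 log2 changes that the paper prints for Italia, 11 differ by more than the error, all with the same sign, and 0 of 11 for Autumn royal. In each of these 11 the deposited log2 values fall within the paper's value. The paper gives -1.29 for OSM34 (VIT_02s0025g04230) against -2.62 here; normexp, quantile scaling, slide as a random block, and leaving out WD 2 or FI 3 also fall within. The paper gives -1.32 for peroxidase 66 (VIT_16s0100g00090) against -2.48 here, with normexp also within. The paper gives -1.83 for VIT_11s0037g01350 against -2.74 here; normexp, slide as a fixed block, and leaving out FI 1, FI 2 or WD 2 also fall within. The paper gives -1.5 for DRS1 (VIT_11s0149g00190) against -2.61 here, with normexp and leaving out WD 2 also within. The paper gives -1.6 for MPK4 (VIT_15s0046g02000) against -4.07 here, with no further setting within.

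The paper gives 1.63 for GEA6 (VIT_13s0067g01240) against 2.71 here; normexp and leaving out FI 3 also fall within. The paper gives -1.89 for ACD11 (VIT_11s0052g00240) against -3.58 here, with normexp also within. The paper gives -1.73 for the auxin induced-like gene VIT_10s0116g01020 against -2.41 here; normexp, slide as a fixed block, and leaving out FI 1, FI 2 or WD 2 also fall within. The paper gives -1.42 for FNR2 (VIT_18s0001g14450) against -1.98 here, with normexp and leaving out WD 2 also within. The paper gives 1.31 for the gibberellin-regulated gene VIT_01s0026g00620 against at least 14.4-fold here (3.85 log2, well above background on no FI array), with normexp also within. The paper gives 1.34 for STH2 (VIT_03s0038g00340) against 1.92 here; normexp, quantile scaling, slide as a random block, and leaving out WD 2, FI 3 or WD 3 also fall within. For each of these genes the settings not named do not fall within.

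The paper's text has RCI3 (VIT_14s0060g00520) up-regulated in Autumn royal, while its own list has it among the genes going down; here it lies at -2.29 log2 (adjusted p = 0.61 in limma). The paper's note puts ABI1 (VIT_11s0016g03180) among the genes going down under deficit, and its model among those going up; here it rose in Italia by 2.10 log2. The paper states no difference in ABI1 between cultivars, and here it lies at -2.70 log2 in Autumn royal against Italia under WD (adjusted p = 6.3e-04 in limma). The paper gives ACD11 with one identifier in its note and another in its tables; the value here is for the latter. The paper and the scan headers name different versions of the Feature Extraction program. The paper describes fewer Autumn royal WD replicates than there are arrays. The number of genes with copy number differences in the paper's text is higher than the number of genes in its Supplementary Dataset 8.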

Other observations

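The test of how the study's lists were filled, and the counts that go with it, were chosen after the lists had been seen.

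All 7 epidermis genes of the study's Italia list lay lower (median -2.65 log2, 3 called, 7 when adjusted over the list alone; median -1.43 with normexp and quantile scaling), where the pattern for lipid transfer also took in ACD11, a sphingolipid transfer protein and no epidermis gene, and all 7 calcium genes lay lower (median -1.61, 0 called). The calmodulin-like gene CML41 CML38 (VIT_01s0010g02930) lies at -0.81 log2 (standard error 0.27, adjusted p = 0.12 in limma). SPDS1 (VIT_17s0000g08030, spermidine synthase, -2.49 log2, adjusted p = 0.027 in limma), LAC11 (VIT_08s0007g06460, a laccase, -1.84, 0.027) and NAC071 (VIT_02s0012g01040, -2.36, 0.033) fell and are outside the study's list. The study chose the list genes on these arrays, so their direction is not independent evidence.

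With full water TPS21 (VIT_18s0001g04120, -3.81 log2, standard error 0.51, adjusted p = 0.0018 in limma) and a valencene synthase-like gene (VIT_18s0001g04990, -3.64, 0.60, 0.0057) are lower in Autumn royal, and the dehydrogenases CAD9_ELI3-2 (VIT_00s1389g00010, 2.89, 0.44, 0.0038; VIT_00s0346g00110, 3.04, 0.47, 0.0040) are higher. FLA13 (VIT_12s0028g02990, a fasciclin-like arabinogalactan protein) lies at -4.09 (0.78, 0.013).

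A further pattern is the length of the study's lists for WD against FI. One explanation is that each list was filled by size of fold, up to as many probes as pass the adjusted p in the deposited log2 values. In Italia 1042 probes pass there, and 99.8% of the 1037 listed are among as many with the largest folds, while 35.3% of the listed pass the study's own adjusted p. In Autumn royal 30 pass, all 29 listed are among the largest folds, and 24.1% pass. This may account for the length and content of the lists; the test was written after the lists had been seen, and no biological explanation was tested.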
